# Asxl1 C-terminal mutation perturbs neutrophil differentiation in zebrafish

**DOI:** 10.1038/s41375-021-01121-8

**Published:** 2021-01-22

**Authors:** Xiao Fang, Song’en Xu, Yiyue Zhang, Jin Xu, Zhibin Huang, Wei Liu, Shunqing Wang, Kuangyu Yen, Wenqing Zhang

**Keywords:** Haematopoiesis, Haematological cancer

## Abstract

*ASXL1* is one of the most frequently mutated genes in malignant myeloid diseases. In patients with myeloid malignancies, *ASXL1* mutations are usually heterozygous frameshift or nonsense mutations leading to C-terminal truncation. Current disease models have predominantly total loss of ASXL1 or overexpressed C-terminal truncations. These models cannot fully recapitulate leukemogenesis and disease progression. We generated an endogenous C-terminal-truncated Asxl1 mutant in zebrafish that mimics human myeloid malignancies. At the embryonic stage, neutrophil differentiation was explicitly blocked. At 6 months, mutants initially exhibited a myelodysplastic syndrome-like phenotype with neutrophilic dysplasia. At 1 year, about 13% of mutants further acquired the phenotype of monocytosis, which mimics chronic myelomonocytic leukemia, or increased progenitors, which mimics acute myeloid leukemia. These features are comparable to myeloid malignancy progression in humans. Furthermore, transcriptome analysis, inhibitor treatment, and rescue assays indicated that *asxl1*-induced neutrophilic dysplasia was associated with reduced expression of *bmi1a*, a subunit of polycomb repressive complex 1 and a reported myeloid leukemia-associated gene. Our model demonstrated that neutrophilic dysplasia caused by *asxl1* mutation is a foundation for the progression of myeloid malignancies, and illustrated a possible effect of the Asxl1-Bmi1a axis on regulating neutrophil development.

## Introduction

Myeloid malignancies are characterized by the proliferation and defective differentiation of myeloid progenitors [1, 2]. The main types of these malignancies are myelodysplastic syndrome (MDS), myeloproliferative neoplasms (MPNs), and acute myeloid leukemia (AML). Chronic myelomonocytic leukemia (CMML) exhibits features of both MPN and MDS [3]. MDS, MPNs, and CMML have an inherent risk of transforming to AML. Knowledge about the leukemogenic mechanisms of myeloid malignancies can be a basis for developing therapeutic options.

Patients with multiple myeloid malignancies [4] including MDS, CMML, and AML frequently harbor somatic mutations in addition of sex combs-like 1 (*ASXL1*). In patients, *ASXL1* mutations are usually heterozygous frameshift or nonsense mutations leading to C-terminal truncation [4] and loss of the ASXM2 domain and a PHD finger. Truncated *ASXL1* mutations independently predict poor outcomes and shorter overall survival for patients with CMML [5, 6].

To understand how *ASXL1* participates in normal hematopoiesis and leukemogenesis, numerous models of aberrant *ASXL1* expression have been described [7–11]. Mouse *Asxl1* knockout (KO) models exhibit multilineage dysplasia [7]. Whereas loss of *asxl1* in zebrafish is described as leading to the apoptosis of hematopoietic stem cells (HSCs), two 17-month adult *asxl1* mutants developed an AML-like phenotype [12]. Overexpression of C-terminally truncated ASXL1 in mice inhibits myeloid differentiation and induces MDS-like diseases [8, 10, 11]. To obtain a model more closely resembling human disease, heterozygous *Asxl1*^*G643fs*^ mutant knock-in mice were generated [13, 14]. These models have no obvious hematopoiesis disorders within 18 months, but show MDS/MPN-like disease by 18–24 months [13, 14]. Even with these models and their different phenotypes, the role of ASXL1 in hematopoiesis is still largely unknown.

Mechanistically, the ASXL1 protein is thought to mediate the balance between polycomb and trithorax functions by regulating histone modifications such as monoubiquitination of histone H2A at lysine 119 (H2AK119ub) [15, 16] and methylation of histone H3 at lysine 3 (H3K4me3) [10]. C-terminally truncated ASXL1 aberrantly enhances BAP1 function in deubiquitination of H2AK119ub [16–18], which is catalyzed by polycomb repressive complex 1 (PRC1) [19]. This hyperactive mutant ASXL1/BAP1 complex is thought to promote impairment of myeloid differentiation through inhibition of H2AK119ub at posterior *HOXA* genes and *IRF8*, encoding an essential transcription factor in myeloid lineages [18]. The ASXL1^G643fs^ mutation disrupts interactions with BMI1, a subunit of PRC1, and downregulated BMI1-driven H2AK119ub is observed in the derepressed *p16Ink4a*, leading in an MDS-like phenotype [14]. Hence, precisely how *ASXL1* regulates H2AK119ub remains unclear. Furthermore, no consistent evidence indicates which factor is more important in mutant ASXL1-induced leukemogenesis. We need a model that closely resembles disease development in patients to recapitulate potential leukemogenesis and disease progression with ASXL1 C-terminal mutations.

An increasing number of leukemia models have been developed in zebrafish (*Danio rerio*) [20]. With properties such as external fertilization and embryonic development, zebrafish are an excellent model to study hematopoiesis, especially in early embryogenesis. To elucidate the function of Asxl1 in hematopoiesis and the leukemogenic mechanisms of Asxl1-truncated mutants, we established an endogenous truncated mutant in zebrafish that is comparable to human disease. Our C-terminally truncated zebrafish *asxl1* mutant, unlike mouse models, has explicitly impaired neutrophil development. At 1 year, in addition to neutrophilic dysplasia, around 13% of the mutants had the phenotype of monocytosis, which resembles CMML, or increased myeloblasts, similar to AML. This leukemogenesis induced by the truncated mutant Asxl1 is transplantable. Furthermore, we found that expression of *bmi1a*, a subunit of PRC1, was decreased in *asxl1*^−/−^ fish and its reduction was associated with neutrophil dysplasia in our mutants. These results were demonstrated with transcriptome analysis, inhibitor treatment, and rescue assays. Our work showed that impaired neutrophil differentiation is fundamental for the progression of myeloid malignancies and illustrated the possible function of the Asxl1-Bmi1 axis in regulating neutrophil development.

## Materials and methods

All information on oligos and target sequences is in Supplementary Table 1.

### Zebrafish, embryo collection, and treatment

All experiments involving zebrafish were done in accordance with guidelines from the Institutional Animal Care and Use Committee of South China University of Technology. Wild-type AB strain zebrafish were raised and maintained under standard conditions [21]. Embryos were collected and staged according to Kimmel et al. [22].

### Generation of *asxl1*-mutant lines and validation

CRISPR/Cas9 was used to create *asxl1* mutants. Cas9 mRNA was synthesized using mMESSAGE mMACHINE mRNA transcription-synthesis kits (Ambion). Cas9 mRNA (0.1 ng/embryo) and guide RNA (0.05 ng/embryo) were injected into single-cell wild-type embryos. Mutant embryos were identified through genotyping (see Supplementary Methods) and allowed to develop to F0. We identified F0 fish with inheritable mutations. F1 progeny from F0 outcrosses was identified by genotyping and sequencing. Identified F1 and progeny were used for experiments. *asxl1*^+/+^ and *asxl1*^−/−^ embryos were generated and genotyped from heterozygous intercrosses.

### RNA extraction and qRT-PCR

RNA was extracted using TRIzol (Invitrogen) and reverse transcribed by M-MLV Reverse Transcriptase (Promega). qPCR was with FastStart SYBR Green Master (Roche) and fold-changes determined by ΔΔCt method. All reactions were normalized against *ef1α.* Melting-curve analysis confirmed the presence of single PCR products. Significance was determined using Student’s *t* tests with a significance threshold of *p* < 0.05.

### RNA-sequencing (RNA-seq) and bioinformatics

At 3 days postfertilization (dpf), *asxl1*^+/+^ and *asxl1*^−/−^ embryos from *asxl1*^+/−^ intercrosses were collected, and tails including caudal hematopoietic tissue were used for total RNA extraction. Each sample library was from around 20 tails. Sequencing libraries were prepared from poly-A selected RNA using NGS RNA Library Prep kits (Novogene). Sequencing was by an Illumina NovaSeq sequencing platform to obtain 2 × 150-bp pair-end reads. Sequencing quality was assessed using FastQC [23]. Reads were mapped onto the GRCz11 zebrafish reference genome using STAR (version 2.5.1b) with default setting [24]. Raw read counts for each Ensembl-annotated gene were calculated by Featurecounts [25]. EdgeR (version 3.26.5, false discovery rate (FDR) < 0.05; exact test) was used to call differentially expressed genes [26, 27]. Gene ontology (GO) for biological processes was enriched using the Metascape online tool [28].

### Inhibitor treatment

Embryos at 24 h postfertilization (hpf) were soaked in egg water containing UNC3866 (Selleckchem, S8359), PRT4165 (Selleckchem, S5315), CPI455 HCl (Selleckchem, S8287), or GSK J4 (Selleckchem, S7581).

## Results

### Zebrafish *asxl1* is expressed in hematopoietic cells, including myeloid cells

The *asxl1* and *asxl2* genes are zebrafish homologs of the *Drosophila* Asx gene. Mammalian and zebrafish Asxl proteins are evolutionarily conserved. Phylogenetic analysis clustered zebrafish Asxl1 with mouse and human ASXL1, but separately from groups of ASXL2 or ASXL3 protein sequences (Supplementary Fig. 1A). The amino acid sequences of zebrafish Asxl1 and Asxl2 share an overall 33 and 42% identity with human ASXL1 and ASXL2 orthologs. They share a conserved common domain architecture, including ASXN, ASXH, ASXM1, ASXM2, and PHD domains (Supplementary Fig. 1B). These results indicated that *asxl1/2* are authentic orthologs of mammalian *ASXL1/2*. The conserved structural domains suggest functional conservation of ASXL members among species during evolution.

Expression patterns of *asxl1* during embryonic development were detected by WISH (Supplementary Fig. 1C). In embryos, *asxl1* was expressed as early as the 1-cell stage, indicating the presence of maternal transcript. At 5.3 hpf, *asxl1* was ubiquitously expressed and at 18 hpf, *asxl1* was restricted to the developing brain, eye, anterior lateral mesoderm, and posterior lateral mesoderm. At 24 and 36 hpf, *asxl1* was specifically expressed in brain and eye. At 2 dpf, *asxl1* was mostly in the nervous system (Supplementary Fig. 1C).

To investigate if *asxl1* participates in hematopoiesis, we first examined if *asxl1* expresses in hematopoietic cells. We collected adult kidney marrow cells from wild type before further sorting myeloid and lymphoid cells by FACS. qRT-PCR confirmed *asxl1* expression in adult hematopoietic cells, with higher levels in myeloid cells (Supplementary Fig. 1D). Hence, *asxl1* was expressed in hematopoietic cells, including myeloid cells. The expression of *asxl1* in myeloid cells supported the hypothesis that *asxl1* participates in zebrafish hematopoiesis, including myelopoiesis.

### *asxl1* C-terminal truncation generates new zebrafish mutants

To examine if *asxl1* participates in hematopoiesis, we generated an *asxl1*-mutant line. CRISPR/Cas9 methods were used at exon 12 of the zebrafish *asxl1* gene to produce lines with premature stop codons, similar to mutations in myeloid malignancies (Fig. 1A). We obtained two independent *asxl1* alleles with exon 12 deletions of 7 bp in *asxl1*^e12 (−7)^ and 22 bp in *asxl1*^e12 (−22)^. Both deletions predicted to lead to stop codons (in amino acids 919 and 914, respectively) before the ASXM2 and PHD domains (Fig. 1A). These two mutants have the same phenotypes so unless specified, *asxl1*^e12 (−22)^ data are presented. qRT-PCR for *asxl1* expression in mutants showed decreased, which may be caused by nonsense-mediated decay (Fig. 1B). Most surviving *asxl1*^−/^^−^ fish displayed dwarfism and lower body weight (Fig. 1C). These results indicated that C-terminally truncated Asxl1 in zebrafish may lead to developmental abnormalities.

**Fig. 1:**
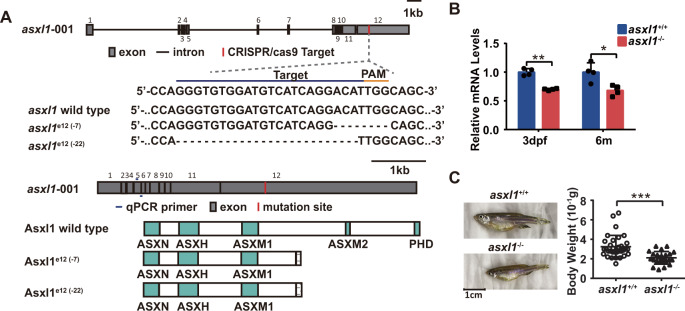
Genomic editing using CRISPR/Cas9 to generate *asxl1* C-terminally truncated mutant zebrafish. **A** Site-specific targeting for CRISPR/Cas9 cleavage within exon 12 of the zebrafish *asxl1* gene. Alignment of nucleotide sequences from wild-type and mutant *asxl1* alleles in *asxl1*^e12 (−7)^ and *asxl1*^e12 (−22)^ zebrafish lines. Dashes in DNA sequences are the nucleotides deleted during repair of CRISPR/Cas9-induced double-strand breaks. PAM protospacer adjacent motif. CRISPR/cas9-induced *asxl1* frameshift mutations predicted to lead to C-terminally truncated proteins. Truncated proteins predicted from mutant alleles *asxl1*^e12 (−7)^ and *asxl1*^e12 (−22)^ lack the last two domains (ASXM2 and PHD). **B** qRT-PCR comparing expression of *asxl1* in *asxl1*^+/+^ and mutant *asxl1*^−/−^ in 3 days postfertilization (dpf) larvae and adult kidney marrow (3 dpf, 3 dpf larvae tails, *n* ≥ 10 per group, performed with four replicates; 6 m, 6-month kidney marrow, *n* = 4 per genotype; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± standard deviation (SD)). **C** Gross appearance of *asxl1*^−/−^ zebrafish compared with *asxl1*^+/+^ littermates (at 1.5 years). Body weights of *asxl1*^+/+^ and *asxl1*^−/^^−^ zebrafish (scale bar, 1 cm; *asxl1*^+/+^, *n* = 33; *asxl1*^−/−^, *n* = 24; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, error bars, mean ± SD).

### Zebrafish *asxl1* mutants have impaired neutrophil differentiation as embryos

To investigate *asxl1* in zebrafish hematopoiesis, we detected expression of lineage markers in mutants from intercrosses of *asxl1* heterozygotes. First, the effects of *asxl1* C-terminal truncated mutation on primitive hematopoiesis (<24 hpf) were examined. Erythropoiesis (*gata1*) and myeloid progenitor (*pu.1*) markers were indistinguishable between *asxl1* mutants and siblings (Supplementary Fig. 2A). Additionally, a mature neutrophil marker (*lyz*) and intermediate neutrophilic progenitor marker for myeloperoxidase (*mpx*) were comparable between *asxl1* mutant and siblings (Supplementary Fig. 2A). Finally, we examined expression of a gene associated with macrophages (*mfap4*) (Supplementary Fig. 2A) and found it was not impaired in *asxl1* mutants. These data suggested that primitive hematopoiesis was not disrupted in *asxl1* mutants.

We next characterized the biological function of *asxl1* in zebrafish definitive hematopoiesis by examining the effects of *asxl1* C-terminal truncated mutation on hematopoietic lineages. WISH and qRT-PCR at 3 dpf embryos (Fig. 2A) showed significantly reduced *lyz* and *mpx* transcripts. These observations suggested that *asxl1* may disrupt differentiation from myeloid progenitor to neutrophil. Supporting this, Sudan Black staining showed that SB^+^ granule containing mature neutrophils [29] were reduced in *asxl1* mutants (Fig. 2A). Furthermore, FACS-sorted neutrophils from *asxl1*^+/+^ and *asxl1*^−/^^−^ embryos were May–Grünwald–Giemsa stained to observe neutrophils morphology. Compared with wild type, the *asxl1* mutant exhibited a lower proportion of mature neutrophils, whose signature is banded and segmented nuclei (Fig. 2B). Expression of HSC marker (*c-myb*) (Supplementary Fig. 2B) and a lymphocyte marker (*rag1*) has no obvious change between *asxl1* mutants and siblings (Supplementary Fig. 2C). Expression of an erythrocyte (*hbbe1*) and a macrophage marker (*mfap4*) was not impaired in *asxl1* mutants (Supplementary Fig. 2C). Collectively, these results suggested that *asxl1* C-terminal truncation may specifically impair neutrophil differentiation. To determine if *asxl1* mutation caused the impaired neutrophil development, we performed rescue experiments. After injecting wild-type *asxl1* mRNA into 1-cell stage embryos, *lyz*^*+*^ cells increased in 3 dpf *asxl1* mutants and siblings (Fig. 2C). This result suggested a crucial role for *asxl1* in neutrophil differentiation.

**Fig. 2:**
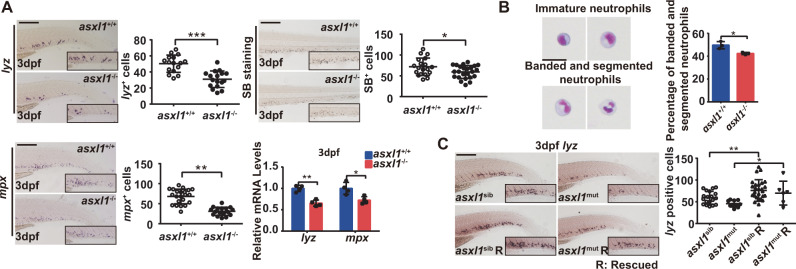
Zebrafish *asxl1* mutant has impaired neutrophil maturation. **A** Decreased *lyz* and *mpx* expression and decreased SB^+^ cells in *asxl1* mutants. WISH for *lyz*, *mpx*, and SB staining (3 dpf; scale bar, 200 μm; black boxes show enlarged details; *lyz* WISH, *asxl1*^+/+^, *n* = 16, *asxl1*^−/−^, *n* = 17; *mpx* WISH, *asxl1*^+/+^, *n* = 22, *asxl1*^−/−^, *n* = 17; SB staining, *asxl1*^+/+^, *n* = 19, *asxl1*^−/−^, *n* = 24; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD). qRT-PCR comparison of *lyz* and *mpx* expression between wild type and mutant (3 dpf larvae, *n* ≥ 10 per group, performed with four replicates; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD). **B** May–Grünwald–Giemsa staining of neutrophils from 4 dpf embryos and quantification of mature neutrophils by morphology. Neutrophils were collected from over 400 embryos of each genotype *asxl1*^+/+^ or *asxl1*^−/−^. After staining, 100 cells were randomly chosen for further calculation. This process was repeated three times for statistical tests (scale bars, 10 μm; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD). **C** Reduced *lyz* expression rescued by *asxl1* expression. Left panel: WISH of *lyz* (3 dpf) after injection of *asxl1* mRNA. Right panel: quantification of *lyz*^+^ cells in *asxl1*^+/+^ and *asxl1*^−/−^ tails (0.1 ng mRNA/embryo; scale bar, 200 μm; black boxes show enlarged images; *asxl1*^sib^, *n* = 19, *asxl1*^mut^, *n* = 10, *asxl1*^sib^ R, *n* = 27, *asxl1*^mut^ = 6. R, mRNA injected; one-way ANOVA followed by LSD Fisher’s post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD).

### Six-month zebrafish *asxl1* mutants exhibit MDS-like phenotypes with neutrophilic dysplasia

The disruption of neutrophil development in *asxl1*^−/−^ larvae may lead to MDS-like phenotypes. To investigate this possibility, hematopoietic cells from kidney marrow, the functional ortholog of bone marrow, were examined in surviving homozygous mutants. Cytological staining of 6-month-old mutants indicated a significant decrease in the proportion of mature neutrophils accompanied by an increase in the proportion of erythroblasts (Fig. 3A). Neutrophils were FACS-sorted from *asxl1*^+/+^ and *asxl1*^−/−^ whole kidney marrow and May–Grünwald–Giemsa stained (Fig. 3B). Neutrophils from *asxl1*^−/−^ had lower percentages of banded and segmented mature neutrophils than wild type (Fig. 3B). Expression of neutrophil markers (*cebp1*, *mpx*, *lyz*) was lower in *asxl1* mutants than siblings, while expression of progenitor markers (*cebpa*) was higher (Fig. 3C). This finding indicated that *asxl1*-mutant neutrophils remained in an immature stage. The decrease and immaturity of neutrophils are typical of MDS with neutrophilic dysplasia [3].

**Fig. 3:**
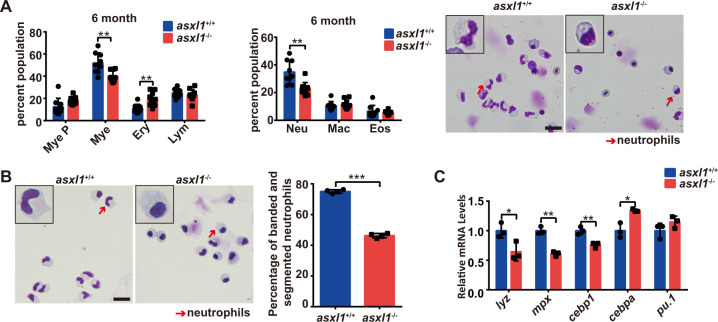
C-terminal *asxl1* mutation leads to MDS like with neutrophilic dysplasia in adult zebrafish. **A** Proportion of hematopoietic cells in whole kidney marrow of 6-month-old *asxl1*^+/+^, *asxl1*^−/−^ (*n* = 9 and *n* = 10, respectively; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD). Mye P myeloid progenitors, Mye mature myeloid cells, Ery erythrocytes, Lym lymphocytes, Neu neutrophils, Mac macrophages, Eos eosinophils. May–Grünwald–Giemsa staining of whole kidney marrow from 6-month-old *asxl1*^+/+^ and *asxl1*^−/−^ (scale bar, 20 μm; black boxes show enlarged details of neutrophils; red arrows, neutrophils). **B** May–Grünwald–Giemsa staining of neutrophils from kidney marrow. Neutrophils were quantified by morphology. Neutrophils were collected from ten adult fish of each genotype *asxl1*^+/+^ or *asxl1*^−/−^. After staining, 500 cells were randomly chosen for further calculation. This process was repeated three times for statistical tests (scale bar, 20 μm; black boxes show enlarged details of neutrophils; red arrows, neutrophils; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, error bars, mean ± SD). **C** qRT-PCR comparing expression of myeloid markers in sorted neutrophils from *asxl1*^+/+^ and *asxl1*^−/−^. Neutrophils were collected from ten adult fish of each genotype *asxl1*^+/+^ or *asxl1*^−/−^. qPCR was performed with three technical replicates (two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, error bars, mean ± SD) (color figure online).

### About 13% of 1-year-old zebrafish *asxl1* mutants progress to CMML- or AML-like disease

Both loss of *Asxl1* and transgenically expressed truncated *Asxl1* induce severe hematopoietic diseases in mice [7–11]. We therefore tested if adult *asxl1* zebrafish mutants developed severe myeloid malignancies. Kidney marrow from 55 1-year-old adult *asxl1*^−/−^ mutants was collected for blood cell count analysis (Supplementary Fig. 3A–F and Supplementary Table 2). These samples showed a significantly decreased proportion of neutrophils, similar to the 6-month mutants (Supplementary Fig. 3A). We observed a significantly increased proportion of monocytes/macrophages in *asxl1* mutants (Supplementary Fig. 3B) and a small increase in the proportion of myeloid progenitors (Supplementary Fig. 3C). Eosinophils and lymphocytes had no obvious change in *asxl1* mutants (Supplementary Fig. 3D, E). The significant increase in the proportion of erythroblasts in 6-month *asxl1* mutants was no longer observed in 1-year stage mutants (Supplementary Fig. 3F). This result may suggest the increased proportion of erythroblasts may be a temporary phenotype or found only in some samples. These data indicated that the *asxl1*-truncated mutation induced myeloid malignancies with neutrophilic dysplasia and monocytosis.

Among the 55 1-year adult *asxl1* mutants, 5 had a severe monocytosis phenotype (defined as >20% of kidney marrow cells as monocytes/macrophages) with neutrophilic dysplasia and without excessive blasts (Supplementary Figs. 3A–C and 4A). These phenotypes are similar to CMML patients, who have increased numbers of monocytes with at least one lineage dysplasia, as classified in the World Health Organization (WHO) guidelines [3]. We also found two *asxl1* mutants with increased numbers of blasts. In these two mutants, the proportion of myeloid progenitors/blasts was over 40% of whole kidney marrow (Supplementary Fig. 3C and Fig. 4A), similar to features associated with human AML, as defined by WHO [30]. These data suggested that some of the *asxl1*-truncated zebrafish mutants further developed CMML-like or AML-like disease (Fig. 4A).

**Fig. 4:**
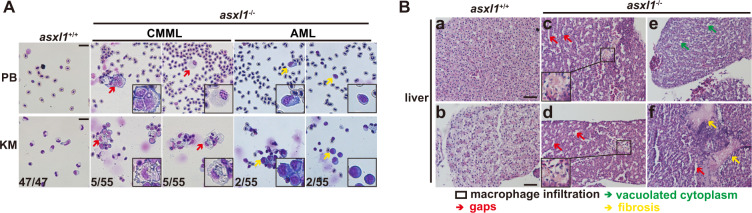
Zebrafish adult *asxl1* mutants progress to CMML-like or AML-like phenotypes. **A** May–Grünwald–Giemsa staining of peripheral blood (PB) and whole kidney marrow (KM) cells presentative five fish with CMML-like and two fish with AML-like phenotypes (scale bar, 20 μm; black boxes show enlarged details of macrophages and myeloid progenitors; red arrows, macrophages; yellow arrows, myeloid progenitors). **B** Hematoxylin and eosin staining of paraffin-embedded sections of liver from representative *asxl1*^+/+^ (a, b) and *asxl1*^−/−^ (c–f) (scale bar, 40 μm; black box, macrophage infiltration; green arrow, vacuolated cytoplasm; red arrow, gaps; yellow arrow, fibrosis) (color figure online).

Histologic analysis of liver sections was performed on zebrafish with myeloid malignancies. CMML-like zebrafish showed perivascular macrophage infiltration (Fig. 4B—c, d). Liver parenchyma appeared abnormal in these mutants, with poorly demarcated cells (Fig. 4B). Cells with vacuolated cytoplasm were frequently observed in *asxl1*^−/−^ (Fig. 4B—e), similar to phenotypes as observed in by Gjini et al. [12]. Many gaps in the liver parenchyma were observed (Fig. 4B). Severe fibrosis was also observed in one of the CMML-like zebrafish (Fig. 4B—f). This phenomenon was similar to nonalcoholic fatty liver disease (NAFLD), where macrophages have a central role in progression [31]. The significantly increased proportion of monocytes/macrophages in our *asxl1* mutant may be a contributor to NAFLD-like progression in our *asxl1* mutants.

### C-terminally truncated Asxl1 mutation-induced leukemia cells are transplantable

To confirm if C-terminally truncated *asxl1* hematopoietic cells intrinsically induced leukemogenesis, we performed transplantation assays (Fig. 5A). *asxl1*^+/+^ and *asxl1*^−/−^ kidney marrow cells were intracardially injected into sublethally irradiated 9-month wild-type recipient fish. At 18 days posttransplantation, 3 *asxl1*^+/+^ and 5 *asxl1*^−/−^ recipients survived out of 19 and 35, respectively (Fig. 5A). The peripheral blood and kidney marrow cells from surviving recipients were collected for genotyping. Of five *asxl1*^−/−^ surviving recipients, four successfully repopulated (Supplementary Fig. 4A, B). Kidney marrow from these four successfully repopulated recipients was collected for further blood cell count analysis (Fig. 5B, C). The *asxl1*^−/−^ surviving recipients showed a significant decreased in the proportion of neutrophils (Fig. 5C). The neutrophilic dysplasia we observed in *asxl1*^−/−^ recipients was similar to the phenotype of 6-month and 1-year *asxl1* mutants (Fig. 3a and Supplementary Fig. 3A). A severe monocytosis phenotype (about 64% of kidney marrow cells were monocytes/macrophages) was observed in one *asxl1*^−/−^ recipient, and the morphology of these increased macrophages was aberrant (Fig. 5B—5). This phenotype is comparable to the CMML-like phenotype. These results demonstrated that our *asxl1* mutated cells intrinsically induced leukemogenesis and were transplantable.

**Fig. 5:**
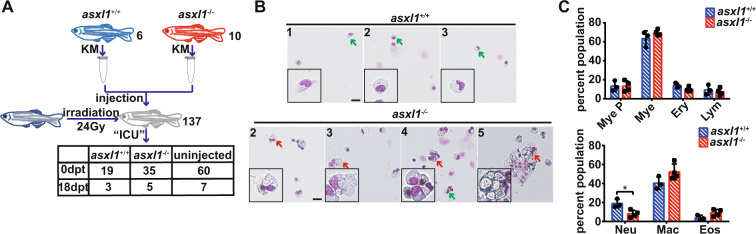
*asxl1* mutated cells intrinsically induce leukemogenesis and are transplantable. **A** Schematic of the experimental procedure. Wild-type fish were irradiated at 24 Gy 2 days before transplantation. Whole kidney marrow cells were prepared from 1-year stage *asxl1*^+/+^ and *asxl1*^−/−^ donors and were dilute to 10^5^/μL. Each recipient was injected with 3 μL donor kidney marrow cells. Transplanted fish were raised in sterile water. After 18 days, surviving fish were collected for analysis (dpt, days posttransplantation). **B** May–Grünwald–Giemsa staining of whole kidney marrow of successful transplanted fish (*asxl1*^+/+^, *n* = 3; *asxl1*^−/−^, *n* = 4; scale bar, 20 μm; black boxes show enlarged details of neutrophils and macrophages/monocytes; green arrows, neutrophils; red arrow, macrophages). **C** Proportion of hematopoietic cells in whole kidney marrow of transplanted fish (*asxl1*^+/+^, *n* = 3; *asxl1*^−/−^, *n* = 4; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, error bars, mean ± SD). Mye P myeloid progenitors, Mye mature myeloid cells, Ery erythrocytes, Lym lymphocytes, Neu neutrophils, Mac macrophages, Eos eosinophils (color figure online).

### Transcriptome analysis shows disruption of neutrophil development

Our data showed that *asxl1* mutations induced dysregulation of myeloid differentiation, mainly displayed as similarities to myeloid malignancies with neutrophilic dysplasia. 

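The RNA-seq data comprised 4 libraries, 2 from *asxl1*+/+ and 2 from *asxl1*-/- embryos, and the labels of the libraries name replicates A and B within each genotype. Each library was made from around 20 tails pooled at 3 dpf. The tail includes the caudal hematopoietic tissue, a site where blood stem and progenitor cells expand in the embryo. The authors mapped the read pairs to the GRCz11 genome with STAR, counted them on the exons of Ensembl release 96 genes with featureCounts version 1.6.4 without using the strand, and deposited the raw count of each of 32520 genes. Total counts were 22963847 in *asxl1*+/+ replicate A, 26281738 in *asxl1*+/+ replicate B, 19423797 in *asxl1*-/- replicate A and 20027260 in *asxl1*-/- replicate B, so both *asxl1*-/- libraries were less deep than both *asxl1*+/+ libraries. The 10 genes with the most counts took between 20.8% and 21.5% of each library. The deposited counts were analysed with edgeR. Its filter on low counts kept 19970 genes, and its TMM normalization factors lay between 0.990 and 1.01. Expression is given as CPM, the count of a gene relative to the total of its library scaled by these factors, as mean ± SD over the 2 libraries of a genotype. Each gene was tested between the genotypes with edgeR's quasi-likelihood test, and the FDR is the Benjamini-Hochberg adjusted p-value over the genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The test was run on the genotype alone and again with the replicate letter as a block. Libraries of the same letter deviated together from their genotype means, with a Pearson correlation of 0.27 across genes, which are not independent replicates. The first principal component of log2 CPM held 41.9% of the variance and separated the A libraries from the B libraries, and the second held 34.3% and separated the genotypes. For a single gene, an exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333. The count table lists genes by Ensembl identifier, and names were taken from Supplementary Table 3, which pairs 294 of these identifiers with names. That table does not list *asxl1*, so the counts of the mutated gene were not analysed here.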

To understand the basis for impaired neutrophil differentiation in zebrafish *asxl1* mutants, we performed RNA-seq on 3 dpf *asxl1* mutants and its littermate controls. 

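In the test on the genotype alone, 12 of the 19970 genes tested had an FDR below 0.05, of which 7 were higher and 5 lower in *asxl1*-/-. With the replicate letter as a block, 301 genes passed this threshold, 152 higher and 149 lower in *asxl1*-/-, and the 12 genes were among them. An unadjusted p below 0.05 was reached by 616 genes without the block and by 1797 genes with it. The common biological coefficient of variation was 8.81% without the block and 3.49% with it. The model with the block leaves 1 residual degree of freedom per gene, and its quasi-likelihood dispersions were shrunk fully to the trend over all genes, so no gene kept a variance estimate of its own. The edgeR exact test without a block gave 53 genes, 23 higher and 30 lower. Of the genes in the paper's Supplementary Table 3, 9 were called without the block and 279 with it, and the log2 fold changes of all 294 had the paper's sign in both fits. The paper's values come from the same libraries, so this match of signs is not independent support. The genes called were spread unevenly over the genome. Chromosome 23 of GRCz11, on which *asxl1* lies, held 9 of the 12 genes called without the block and 73 of the 301 called with it. These 73 genes were 9.48% of the 770 genes tested on chromosome 23, whereas the share with the block was between 0.519% and 2.48% on the other 24 numbered chromosomes.

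**Figure D1:**
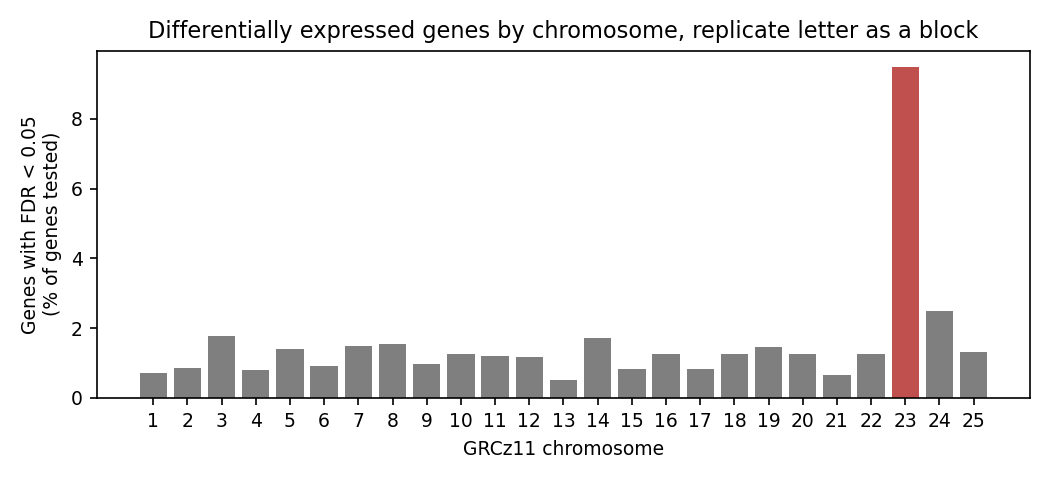
Share of the genes tested on each GRCz11 chromosome that had an FDR below 0.05 between the genotypes in edgeR's quasi-likelihood test with the replicate letter as a block. Bars start at 0, and the bar of chromosome 23, at 9.48%, is coloured.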

Our data showed 294 differentially expressed genes (FDR < 0.05, 146 downregulated genes, 148 upregulated genes, Supplementary Table 3, analysis detailed in “Methods”). Similar to the observed phenotypes, expression of all neutrophil markers (*lyz*, *mpx*, *npsn*, *srgn*) was downregulated (Fig. 6A and Supplementary Fig. 5A). 

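The 4 markers encode proteins of neutrophils, namely lysozyme (*lyz*), myeloperoxidase (*mpx*), nephrosin (*npsn*) and serglycin (*srgn*). For each of them, both *asxl1*-/- libraries had a lower CPM than both *asxl1*+/+ libraries. *lyz* (ENSDARG00000057789, GRCz11 chromosome 24 from 24035863 to 24038800) had 88 and 102 counts in the *asxl1*+/+ libraries A and B and 27 and 34 in the *asxl1*-/- libraries A and B. Its CPM was 3.87 ± 0.0766 (SD, n = 2) in *asxl1*+/+ and 1.54 ± 0.239 (SD, n = 2) in *asxl1*-/-, a log2 fold change of -1.32 (standard error 0.22). Its FDR in the quasi-likelihood test was 0.118 on the genotype alone and 3.38e-06 with the replicate letter as a block, and the edgeR exact test without a block gave 3.99e-05. The exons of *lyz* overlap those of 1 other annotated gene, and read pairs on shared exons are not assigned to either gene by the authors' counting. *mpx* (ENSDARG00000019521, chromosome 10 from 7778870 to 7785945) was at 42.8 ± 6.27 CPM in *asxl1*+/+ and 32.9 ± 4.02 CPM in *asxl1*-/- (SD, n = 2 each), with a log2 fold change of -0.38 (standard error 0.12). The difference between libraries of the same letter was -0.10 for A and -0.65 for B on the log2 scale. *npsn* (ENSDARG00000010423, chromosome 7 from 38653481 to 38659477) fell from 27.8 ± 1.45 to 21.1 ± 3.28 CPM (SD, n = 2 each), with a log2 fold change of -0.40 (standard error 0.12). *srgn* (ENSDARG00000077069, chromosome 13 from 23070581 to 23074454) fell from 15.9 ± 0.990 to 12.4 ± 0.276 CPM (SD, n = 2 each), with a log2 fold change of -0.36 (standard error 0.12). The log2 difference between libraries of the same letter was -0.19 for A and -0.62 for B in *npsn*, and -0.27 and -0.44 in *srgn*. The FDR of *mpx*, *npsn* and *srgn* in the quasi-likelihood test was 1.00 for each on the genotype alone, and 1.00e-05, 0.000159 and 0.0354 with the block. The values with the block rest on dispersions shrunk to the trend over all genes. They do not reflect how far the 2 pairs of a gene disagree. In the exact test without a block their FDR was 0.966, 0.736 and 1.00. With each library left out in turn, the log2 fold change of *lyz* stayed between -1.49 and -1.17 and that of *mpx* between -0.52 and -0.22. Relative to the *asxl1*+/+ mean, the *asxl1*-/- mean CPM was 0.399 for *lyz*, 0.771 for *mpx*, 0.760 for *npsn* and 0.781 for *srgn*. The paper states that this lower expression is similar to the phenotypes observed in the mutants.

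**Figure D2:**
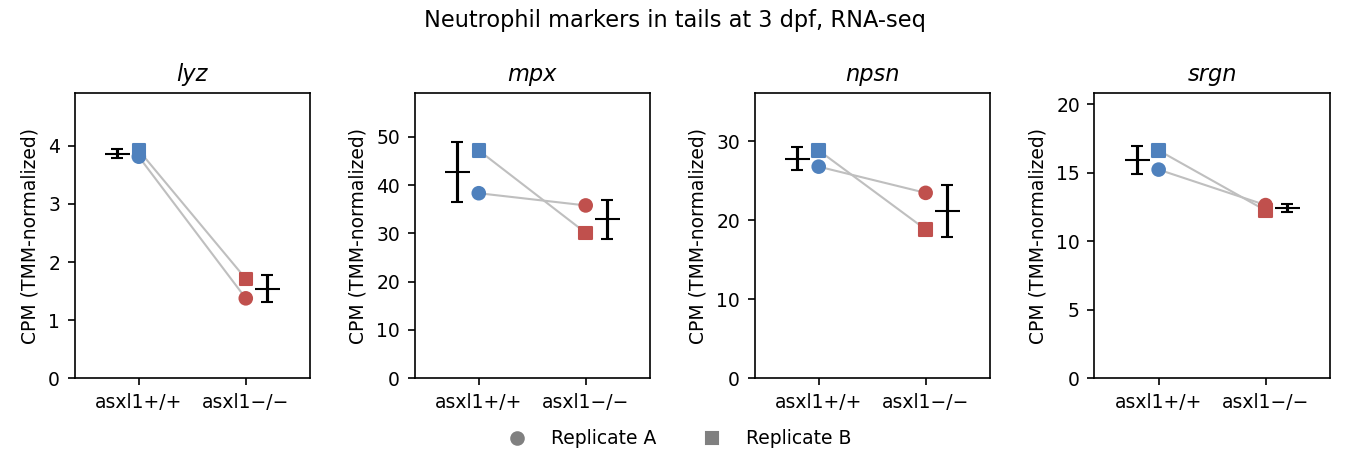
CPM of *lyz*, *mpx*, *npsn* and *srgn* in each library of tails at 3 dpf, with circles for replicate A, squares for replicate B, grey lines joining libraries of the same letter and black bars for the mean ± SD of the 2 libraries of a genotype. Each axis starts at 0, and the *asxl1*-/- libraries lie below the *asxl1*+/+ libraries for all 4 genes.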

Expression of myeloid progenitor (*pu.1* and *cebpa*) and macrophage (*mfap4* and *mpeg1*) markers was not impaired (Supplementary Fig. 5B). GO analysis showed that wounding response-related genes were significantly enriched in *asxl1* mutants, possibly because impaired neutrophils influenced the response to wounding (Fig. 6B). 

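*cxcl18b*, which encodes a chemokine (ENSDARG00000075045, GRCz11 chromosome 1 from 49222164 to 49225890), had few counts, with 30 and 20 in the *asxl1*+/+ libraries A and B and 60 and 34 in the *asxl1*-/- libraries A and B. Its CPM was 1.03 ± 0.376 in *asxl1*+/+ and 2.38 ± 0.949 in *asxl1*-/- (SD, n = 2 each), a log2 fold change of 1.21 (standard error 0.36). Its FDR in edgeR's quasi-likelihood test was 1.00 on the genotype alone and 0.00488 with the replicate letter as a block, and in the exact test without a block it was 0.331. The difference was similar in the libraries of letter A, at 1.23 on the log2 scale, and in those of letter B, at 1.15. *mmp13a*, which encodes a matrix metalloproteinase (ENSDARG00000012395, chromosome 10 from 38593645 to 38602561), was at 2.76 ± 0.718 CPM in *asxl1*+/+ and 4.35 ± 1.4 CPM in *asxl1*-/- (SD, n = 2 each), with a log2 fold change of 0.65 (standard error 0.26). Its FDR in the quasi-likelihood test was 1.00 on the genotype alone and 0.0525 with the block, and 0.0498 with the block and no filter on low counts. In the exact test it was 1.00. The log2 difference in *mmp13a* between libraries of the same letter was 0.58 for A and 0.71 for B. Across letters, *asxl1*+/+ replicate B, at 3.27 CPM, and *asxl1*-/- replicate A, at 3.36 CPM, were closer to each other than the replicates within either genotype.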

We also found that genes for an inflammatory cytokine (*cxcl18b*) and a matrix metalloproteinase (*mmp13a*) were upregulated in *asxl1* mutants (Fig. 6A), which may be from induction by the deficiency of neutrophil granzymes [32, 33]. 

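When the genes were ranked by the p-value of edgeR's quasi-likelihood test on the genotype alone, *lyz* was at rank 25, *npsn* at 145, *mpx* at 186 and *srgn* at 196 of 19970. With the replicate letter as a block, *lyz* was at rank 61, *mpx* at 72, *npsn* at 94 and *srgn* at 263. *cxcl18b* was at rank 142 without and 170 with the block, and *mmp13a* at 434 and 309. Of the 10 genes with the largest change among those with an FDR below 0.05 on the genotype alone, 8 lie on chromosome 23 of GRCz11. *smc1a* (28693278 to 28713982) rose from 0.279 ± 0.149 to 7.32 ± 0.880 CPM (SD, n = 2 each), with a log2 fold change of 4.66 (standard error 0.30) and an FDR of 0.000627. *arhgef3l* (20669149 to 20684086) fell from 14.4 ± 0.295 to 3.37 ± 0.348 CPM (SD, n = 2 each), with a log2 fold change of -2.09 (standard error 0.15) and an FDR of 0.00074. *noc2l*, *slc39a5* and *rerea* on this chromosome had log2 fold changes of -1.32, -1.14 and -0.68, and *si:dkey-205h13.2* one of 0.66. The other two on chromosome 23 are not named in Supplementary Table 3, and ENSDARG00000097489 rose by 2.99 and ENSDARG00000092077 fell by 2.68 on the log2 scale. *tcap*, on chromosome 3 from 21240594 to 21242460, rose from 5.56 ± 2.80 to 24.2 ± 1.37 CPM (SD, n = 2 each), with a log2 fold change of 2.14 (standard error 0.25) and an FDR of 0.0211. The gene ENSDARG00000076830 on chromosome 5, also without a name there, had a log2 fold change of 0.61. With the replicate letter as a block, each of these 10 genes was also called.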

Our transcriptome analysis mainly showed disruption of neutrophil development, also suggesting that neutrophil deficiency may stimulate expression of some inflammatory cytokines and enhance the inflammatory response.

**Fig. 6:**
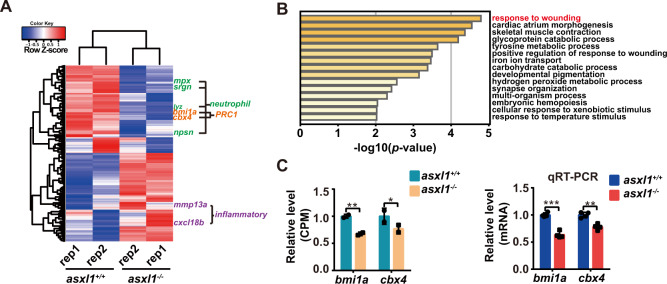
Expression of neutrophil and PRC1 markers decreased with *asxl1* mutation. **A** Heat map of differentially expressed genes (false discovery rate < 0.05; exact test) in 3 dpf *asxl1*^−/−^ compared to *asxl1*^+/+^ via RNA-seq. Neutrophil markers (green), PRC1 members (orange), and inflammatory response associated genes (purple) were highlighted. Rep replicate. **B** Gene ontology (GO) enrichment analysis of biological processes based on differentially expressed genes identified through RNA-seq (hypergeometric test). **C** Expression of *bmi1a* and *cbx4* from RNA-seq (*n* = 20 per replicate, CPM count-per-million; exact test, *false discovery rate (FDR) < 0.05, **FDR < 0.01, ***FDR < 0.001; error bars, mean ± SD). qRT-PCR comparing expression of *bmi1a* and *cbx4* in *asxl1*^+/+^ and *asxl1*^−/−^ in 3 dpf larvae (*n* ≥ 10 per group, performed with four replicates; two-tailed Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD) (color figure online).

### Expression of *bmi1a* and *cbx4* is disrupted in *asxl1* mutants

ASXL1 is thought to regulate H2AK119ub, which is ubiquitinated by PRC1 [34, 35]. ASXL1/2 mainly serve as cofactors for the H2AK119ub deubiquitinase BAP1 [16, 17, 36, 37], and overexpression of truncated ASXL1 reduces H2AK119ub [10]. 

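*bmi1a* encodes a component of PRC1, the complex that ubiquitinates histone H2A. *bmi1a* (ENSDARG00000006010, GRCz11 chromosome 24 from 17260001 to 17267235) had 237 and 281 counts in the *asxl1*+/+ libraries A and B and 135 and 146 in the *asxl1*-/- libraries A and B. Its CPM was 10.5 ± 0.377 in *asxl1*+/+ and 7.11 ± 0.338 in *asxl1*-/- (SD, n = 2 each), a log2 fold change of -0.57 (standard error 0.13). The genotypes were farther apart than the libraries within a genotype. Its FDR in edgeR's quasi-likelihood test was 0.558 on the genotype alone and 0.00114 with the replicate letter as a block, and in the exact test without a block it was 0.121. The log2 difference between libraries of the same letter was -0.58 for A and -0.56 for B. With each library left out in turn, the log2 fold change stayed between -0.62 and -0.52.

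**Figure D3:**
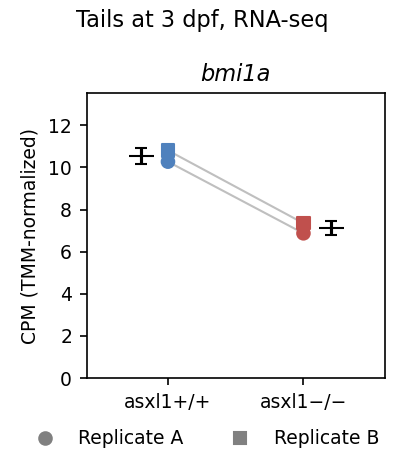
CPM of *bmi1a* in each library of tails at 3 dpf, with circles for replicate A, squares for replicate B, grey lines joining libraries of the same letter and black bars for the mean ± SD of the 2 libraries of a genotype. The axis starts at 0, and both *asxl1*-/- libraries lie below both *asxl1*+/+ libraries.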

From our RNA-seq data, the expression of *bmi1a* and *cbx4*, which encode members of PRC1, was downregulated in *asxl1* mutants (Fig. 6A, C). By qRT-PCR, we confirmed the reduced expression of *bmi1a* and *cbx4* in *asxl1* mutants (Fig. 6C). Our results indicated that the Asxl1 mutant may have disrupted expression of PRC1 complex components.

### Treatment with *bmi1a* and *cbx4* inhibitors impairs neutrophil development

Studies showed that *bmi1a* is associated with the proliferative activity of granulocyte/macrophage progenitor (GMP) [38] and is a biomarker for hematologic malignancies [39]. This finding indicates that *bmi1a* may participate in myelopoiesis. We investigated if disruption of myelopoiesis in our *asxl1* mutant was associated with disruption of *bmi1a* and *cbx4* expression by testing if their inhibitors can phenocopy the *asxl1* mutation-caused neutrophilic dysplasia phenotype. In addition to H2AK119ub, H3K4me3 and H3K27me3 are also reported to be associated with ASXL1 [40–42]. Therefore, inhibitors targeting these demethylases were also employed. After testing for tolerance of the chemotherapeutics, the maximum doses were used: CPI455 (KDM5 H3K4me demethylase inhibitor, 40 μM), UNC3866 (CBX4/CBX7 inhibitor, 50 μM), PRT4165 (BMI1/RING1A inhibitor, 10 μM), and GSK J4 (JMJD3/UTX H3K27me demethylase inhibitor, 2 μM) (Supplementary Fig. 6A). After treatment of embryos with CBX4/CBX7 inhibitor or BMI1/RING1A inhibitor, *lyz*^+^ neutrophils decreased in *asxl1*^+/+^ compared with DMSO-treated controls (Fig. 7A). This result suggested that inhibition of Cbx4/Bmi1a phenocopied *asxl1*^−/−^. The KDM5 H3K4me demethylase inhibitor did not change the number of *lyz*^+^ cells in *asxl1*-mutant embryos (Supplementary Fig. 6B). The JMJD3/UTX H3K27me demethylase inhibitor increased the number of *lyz*^+^ cells in *asxl1*^+/+^ but not *asxl1*^−/−^ (Supplementary Fig. 6C). This result indicated that induction of *lyz*^+^ cells after H3K27me demethylase JMJD3/UTX inhibitor treatment in wild-type embryos may involve *asxl1*. These results are consistent with the hypothesis that a reduction in expression of PRC1 members *bmi1a* and *cbx4* may be associated with disruption of neutrophils in *asxl1*^−/−^ embryos.

**Fig. 7:**
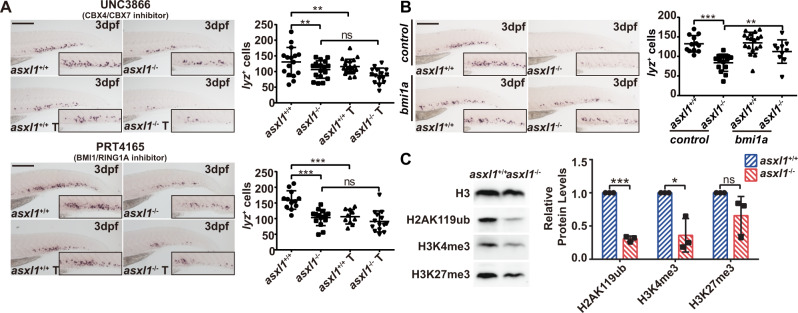
Inhibition of PRC1 components is associated with disruption of neutrophils development. **A** WISH for *lyz* (3 dpf) after UNC3866 treatment showing *lyz*^+^ cells decreased after 50 μM UNC3866 treatment. Quantification of *lyz*^+^ cells in *asxl1*^+/+^ and *asxl1*^−/−^ tails (scale bar, 200 μm; black boxes show enlarged images; *asxl1*^+/+^, *n* = 16, *asxl1*^−/−^, *n* = 18, *asxl1*^+/+^ T, *n* = 20, *asxl1*^−/−^ T, *n* = 15; one-way ANOVA followed by LSD Fisher’s post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD). T treated, ns not significant. WISH of *lyz* (3 dpf) after 10 μM PRT4165 treatment showing *lyz*^+^ cells decreased after PRT4165 treatment. Quantification of *lyz*^+^ cells in *asxl1*^+/+^ and *asxl1*^−/−^ tails (scale bar, 200 μm; black boxes show enlarged images; *asxl1*^+/+^, *n* = 12, *asxl1*^−/−^, *n* = 15, *asxl1*^+/+^ T, *n* = 10, *asxl1*^−/−^ T, *n* = 14; one-way ANOVA followed by LSD Fisher’s post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD). T treated, ns not significant. **B** WISH for *lyz* (3 dpf) after *bmi1a* mRNA injection showing reduced *lyz* expression was rescued by *bmi1a* mRNA injection. Quantification of *lyz*^+^ cells in *asxl1*^+/+^ and *asxl1*^−/−^ tails (about 0.1 ng mRNA/embryo; scale bar, 200 μm; black boxes show enlarged images; control: *asxl1*^+/+^, *n* = 12, *asxl1*^−/−^, *n* = 18; *bmi1a*: *asxl1*^+/+^, *n* = 18, *asxl1*^−/−^, *n* = 10; one-way ANOVA followed by LSD Fisher’s post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001; error bars, mean ± SD; T treated, ns not significant). **C** Western blot of H2AK119ub, H3K4me3 and H3K27me3 in 2 dpf *asxl1*^+/+^ and *asxl1*^−/−^ embryos and quantification of Western blot data (input embryos: about ten embryos/well, performed with three replicates; two-tailed Student’s *t* test, ns not significant; error bars, mean ± SD, internal control, H3).

### Impaired neutrophil development from *asxl1* mutations is rescued by *bmi1a* mRNA

To determine if impaired neutrophil differentiation was associated with decreased *bmi1a/cbx4* expression, we overexpressed *bmi1a* and *cbx4* in *asxl1* mutants by injecting *bmi1a/cbx4*-3xFLAG-P2A-DsRed mRNA (Supplementary Fig. 7A). Fluorescence indicated *bmi1a/cbx4* expression: DsRed was observed in embryos injected with *bmi1a/cbx4*-3xFLAG-P2A-DsRed mRNA compared to controls (Supplementary Fig. 7B). Expression of both *lyz* and SB^+^ neutrophils was significantly increased in *asxl1* mutants after injecting *bmi1a* mRNA (Fig. 7B and Supplementary Fig. 7C). Injection with *cbx4* mRNA led to almost complete embryonic lethality at 3 dpf and embryos exhibited an expanded heart field (Supplementary Fig. 7B). Our data showed that expression of *bmi1a* can rescue the *asxl1* mutation-induced phenotype and indicated that decreased *bmi1a* expression may be a mechanism by which neutrophils were disrupted in *asxl1*^−/−^ embryos.

BMI1 is reported to be required for the formation of PRC1 and for RING1A/1B ubiquitin ligase activity [43]. To check if the reduction in *bmi1a* also influenced H2AK119ub, we examined the global H2A ubiquitination state in *asxl1*-mutant zebrafish embryos. Western blots showed decreased global H2AK119ub (Fig. 7C). Global H3K4me3 and H3K27me3, which are reported to be associated with ASXL1 [8, 41, 42], were also detected. H3K4me3 was decreased in zebrafish *asxl1* mutants, whereas global H3K27me3 did not obviously change. Our data showed that an endogenous *asxl1*-truncated mutant mainly disrupted H2AK119ub and this disruption may be associated with reduced expression of genes encoding PRC1 members, *bmi1a* and *cbx4*.

## Discussion

### How might ASXL1 facilitate myeloid malignancies?

Patients with multiple myeloid malignancies frequently harbor an *ASXL1* mutation. Existing disease models mainly have total loss of ASXL1 [7, 9] or overexpression of a C-terminal truncation [8, 10, 11]. Loss of ASXL1 in mice is described to exhibit multilineage dysplasia [7, 9]. A zebrafish KO model is described to have reduced HSCs at 3 dpf [12]. In addition, C-terminally truncated ASXL1 can be detected in leukemia cells with an *ASXL1* mutation [42] and expression of ASXL1 with a C-terminal truncation may confer a gain-of-function by promoting BAP1 activity [18]. These results raised the possibility that a *ASXL1* mutation might confer a gain-of-function effect. Therefore, mouse models overexpressing C-terminally truncated ASXL1 were generated and showed dysregulation of multilineage differentiation [10, 11]. However, an overexpressing model may not fully recapitulate ASXL1 function because of protein overdose. Therefore, endogenous heterozygous *Asxl1*^G643fs^ mutant knock-in mice were generated and had no obvious hematopoiesis disorders within 18 months, but showed MDS/MPN-like disease by 18–24 months [13, 14].

In contrast to mouse models, zebrafish have external fertilization and embryonic development, allowing us to observe phenotypes starting from the embryonic stage. Our zebrafish with endogenous truncated *asxl1* mutants captured the most frequent C-terminal frameshift mutations in patients. This model had specifically impaired neutrophil differentiation without effects on other lineages including erythrocytes, macrophages, and lymphocytes. Furthermore, transcriptome analysis showed that zebrafish *asxl1* mutants exhibited predominantly dysregulation of neutrophil-specific genes. Our work complements a recent study employing single-cell RNA-seq that suggests the involvement of ASXL1 in neutrophil differentiation [44].

Our data showed that C-terminally truncated *asxl1* disrupted only neutrophil differentiation. The observed mild phenotype may be more comparable to clinical features since *ASXL1* mutations frequently coexist with other mutations [45]. This phenomenon complements previous studies showing that *Asxl1* mutation alone is not sufficient for leukemogenesis [13]. Moreover, we found that neutrophil disruption happened as early as the embryonic stage and persisted throughout the lifetime. At 6 months, mutants with Asxl1 truncations in our study mainly displayed MDS with neutrophilic dysplasia, which presented as refractory neutropenia. At 1 year, in addition to neutrophilic dysplasia, about 13% of mutants acquired other phenotypes of monocytosis that mimic CMML or increased myeloblasts similar to AML (Fig. 4). This result suggests a fundamental role for neutrophil disruption in myeloid malignancies progression.

However, further progression to CMML-like or AML-like phenotypes was observed only in some mutants, suggesting that *asxl1* mutations alone are sufficient for MDS-SLD but not for severe myeloid malignancies, with other events responsible for progression. Clonal evolution and the alteration of the hematopoietic niche might contribute to disease progression [1]. In addition, inflammation was recently reported to contribute to clonal hematopoiesis of indeterminate potential [46]. Chronic inflammation may lead to HSC exhaustion and aging, which may promote mutation [47–50]. Our transcriptome analysis showed a possible inflammatory response in our mutants. Mutant *asxl1*-induced neutrophilic dysplasia may induce persistent inflammation and increase the risk of myeloid malignancy progression. Further studies need to be done to investigate the mechanism of progression, and our model could provide an opportunity to investigate additional contributors to myeloid malignancy progression.

### How might *bmi1a* be an intermediate in neutrophil disruption?

Our data indicated that disruption of neutrophil development has a fundamental role in myeloid malignancy progression in *asxl1* mutants. We explored the potential mechanism. Previous studies show that an ASXL1^G643fs^ mutant interrupts its interaction with BMI1, leading to an MDS-like phenotype [14]. However, in our model, we observed reduced expression of *bmi1a*. Hence, ASXL1 mutants may not only block interaction with BMI1 but also disrupt its expression. Absence of *Bmi1* affects the proliferative activity of GMP, and *Bmi1*^−/−^ GMP has dispersed macrophage colonies [38]. This result indicates that *Bmi1* may participate in myeloid differentiation. Using a *bmi1a* inhibitor, we mimicked a neutrophil dysplasia phenotype (Fig. 7A). Supplementing with *bmi1a* mRNA rescued *asxl1*-induced neutrophil dysregulation (Fig. 7B). Hence, our work illustrated an alternative mechanism of Asxl1-Bmi1a axis on regulating neutrophil development.

The reduction in H2AK119ub is important in mutant ASXL1-induced leukemogenesis. Recent studies show that overexpression of C-terminally truncated ASXL1 (ASXL1-MT) and BAP1 leads to a hyperactive complex that subsequently upregulates *IRF8*, which is an essential transcription factor for myeloid lineage development [51–53], through H2AK119 deubiquitination. In addition, disrupted interaction between ASXL1^G643fs^ and BMI1 perturbs BMI1-driven H2AK119ub, further promoting an MDS-like phenotype. The reduced expression of PRC1 members, including BMI1 and CBX4, further contributes to the mutant *asxl1*-induced dysregulation of H2AK119ub. However, we are not suggesting that reduction of H2AK119ub blocks neutrophil differentiation. This H2AK119ub change could be a consequence of the reduced expression of *bmi1a* and *cbx4*. In any case, our data show a novel way for ASXL1 mutations to reduce H2AK119ub and raise the possibility that the Asxl1-Bmi1a axis is involved in neutrophil differentiation.

Taken together, results from this study show that endogenous truncated *asxl1* mutations result in impaired neutrophil differentiation. Our model revealed that neutrophilic dysplasia caused by *asxl1* mutations is a foundation for the progression of myeloid malignancies, and *bmi1a* dysregulation is associated with neutrophil dysplasia (Fig. 8). Zebrafish are an ideal model for large-scale chemical screening. Our endogenous truncated *asxl1* zebrafish model provides a new opportunity for a high-throughput drug-screening platform using whole organisms.

**Fig. 8:**
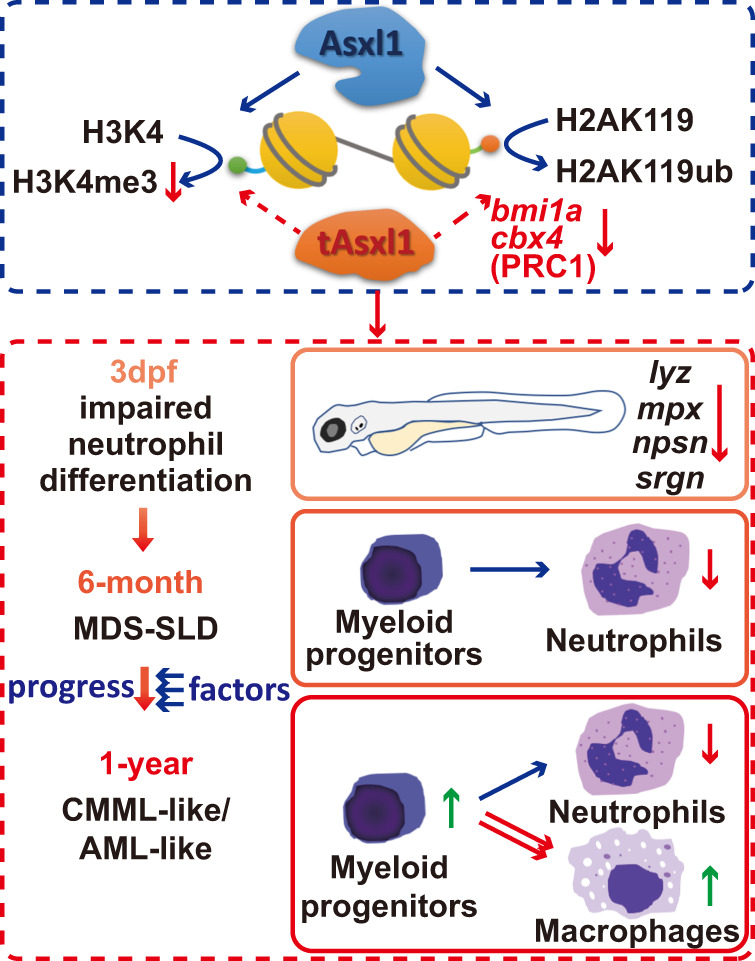
Schematic diagram of Asxl1 mutations resulting in myeloid malignancies in zebrafish. In our model, C-terminally truncated with *asxl1* mutations specifically blocked neutrophil differentiation. The mutants initially exhibited an MDS-like phenotype with neutrophilic dysplasia, and some mutants progressed to more severe phenotypes, similar to CMML/AML disease. Dysregulation of *bmi1a* may be a reason for leukemogenesis in *asxl1* mutants. Asxl1 wild-type Asxl1 protein, tAsxl1 truncated Asxl1 protein.

## Supplementary information

Supplemental materials

Supplemental table 1

Supplemental table 2

Supplemental table 3

## Data Availability

RNA-seq data are available at GEO under accession number GSE142214. For original data, please contact Xiao Fang: .

# Supplementary material for: Asxl1 C-terminal mutation perturbs neutrophil differentiation in zebrafish
**Source:** Leukemia. 2021 Jan 22;35(8):2299–310. doi: 10.1038/s41375-021-01121-8

## Supplemental Methods

### Fluorescence-activated cell sorting (FACS) and May-Grünwald-Giemsa staining

Hematopoietic cells were obtained from whole kidney marrow from wild type AB, *asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup> adult zebrafish. Myeloid cells and lymphocytes were sorted based on physical characteristics of cell size and internal complexity (forward and side scatter). Purity of myeloid and lymphoid populations was confirmed by May-Grünwald-Giemsa staining<sup>1</sup> (purity of myeloid >90%; purity of lymphoid >80%).

To obtain neutrophils from *asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup>, *asx1* mutants were outcrossed with a Tg(*lyz*:DsRed)<sup>+</sup> line to specifically label the neutrophil population.<sup>2</sup> Tg(*lyz*:DsRed)<sup>+</sup>; *asx1*<sup>+/+</sup> and Tg(*lyz*:DsRed)<sup>+</sup>; *asx1*<sup>-/-</sup> embryos were collected and dissociated for fluorescence-activated cell sorting (FACS) as described previously.<sup>3</sup> Neutrophils of adult *asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup> were obtained from whole kidney marrow of Tg(*lyz*:DsRed)<sup>+</sup>; *asx1*<sup>+/+</sup> and Tg(*lyz*:DsRed)<sup>+</sup>; *asx1*<sup>-/-</sup>. Neutrophils were identified by morphology by May-Grünwald-Giemsa staining.<sup>1</sup>

### Cloning of *asx1*, probe synthesis, and whole-mount in situ hybridization

*asx1* amplification products were cloned into pBluescript II SK (+) and used as templates to generate antisense or sense digoxigenin-labeled RNA probes. The RNA probes were prepared by *in vitro* transcription according to a standard protocol.<sup>4</sup> Whole-mount *in situ* hybridization (WISH) of zebrafish was performed at hybridization temperature 65°C<sup>5</sup> with sense probes as negative controls.

### Cloning of *asx1*, *bmi1a* and *cbx4* cDNA, in-vitro differentiation and rescue assay

*asx1* amplification products were cloned into pCS2+. *bmi1a* and *cbx4* cDNA amplification

products were cloned into modified pCS2+, which had inserts of P2A and a reporter gene. These vectors were used as templates to synthesize mRNA using mMESSAGE mMACHINE mRNA transcription-synthesis kits (Ambion). Synthetic mRNA was then microinjected into 1- to 2-cell stage embryos (*asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup>). WISH was performed to detect the expression of *lyz* in 3 dpf embryos.

## Genotyping

*asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup> embryos were generated from heterozygous intercrosses and identified by PCR and restriction enzyme digestion. The PCR primers were: *asx1*\_FP: 5'-TGAACCATCTCCCTCTTCTGTG-3'; *asx1*\_RP: 5'-GTCTGAGCCATGCTGGATAACT-3'. Restriction enzyme was Hpy188III (New England Biolabs), which digested PCR products amplified from genomic DNA of *asx1*<sup>+/+</sup> but not *asx1*<sup>-/-</sup>.

## Sudan black staining

Sudan black (SB) staining was as previously described.<sup>6, 7</sup>

## Cytological analysis

Peripheral blood (PB) and kidney marrow were resuspended in ice-cold phosphate-buffered saline (PBS) with 5% fetal bovine serum. Resuspended cells were spun onto slides using cytopins at 400 rpm, 3 min. After May-Grünwald-Giemsa staining, blood cells of kidney marrow were calculated manually based on their morphologies<sup>1</sup>. Neutrophils, macrophages, eosinophils, myeloid progenitors, erythroblasts and lymphocytes were classified and counted. Over 500 cells were counted in each sample.

## Western blots

Deyolked zebrafish embryos were homogenized with Cell Lysis Buffer (CST, #9803). Western

blotting was done according to standard procedures.<sup>8</sup> Antibodies were against H3 (Abcam, ab1791), H3K4me3 (Abcam, ab8580), H3K27me3 (Abcam, ab6002), or H2AK119ub (CST, #8240). Detection was with anti-rabbit or anti-mouse HRP-conjugated secondary antibodies (Abcam, ab6721 and ab6728, respectively) and High-sig ECL Western Blotting Substrate (Tanon).

## **Microscopy and imaging**

Whole-mount images were captured with a Zeiss AXIO Zoom V16 with Axiocam 506 color camera. Blood cell counts and mounted embryos images were captured with a Zeiss Imager A2 with Axiocam 506 color camera.

## **Histology**

1-year CMML-like and AML-like *asx1*<sup>-/-</sup> and age-matched *asx1*<sup>+/+</sup> were fixed in 4% paraformaldehyde at 4 °C at least 3 days. Fixed fish were decalcified by 20% EDTA (pH=8.0) about 7 days, then dehydrated by ethanol, cleared by xylene, and embedded in paraffin. Tissues were sectioned at 5 μm and stained with hematoxylin and eosin (H&E).

## **Transplantation assay**

Whole kidney marrow cells were prepared from 1-year *asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup> fish. Two days after receiving a sublethal dose of 24 Gy, 9-month-old wild type recipients were intracardially injected with 0.3 million whole kidney marrow cells using a glass capillary needle (World Precision Instruments; 1B100-6). Transplanted fish were raised in sterile water.

## **Statistical analysis**

Data were analyzed by SPSS software (version 22) using the Student's *t*-test for comparison between two groups and one-way ANOVA (with least significant difference adjustment) among multiple groups. Data are presented as mean ± standard deviation (SD). Significance was accepted

when  $p < 0.05$ . The specific statistical test for each experimental data is detailed in the associated figure legend.

## Supplemental References

1. Carradice D, Lieschke GJ. Zebrafish in hematology: sushi or science? *Blood* 2008; **111**(7): 3331-3342.
2. Hall C, Flores MV, Storm T, Crosier K, Crosier P. The zebrafish lysozyme C promoter drives myeloid-specific expression in transgenic fish. *BMC developmental biology* 2007 May 04; **7**: 42.
3. Manoli M, Driever W. Fluorescence-activated cell sorting (FACS) of fluorescently tagged cells from zebrafish larvae for RNA isolation. *Cold Spring Harbor protocols* 2012 Aug 1; **2012**(8).
4. Chitramuthu BP, Bennett HP. High resolution whole mount in situ hybridization within zebrafish embryos to study gene expression and function. *Journal of visualized experiments : JoVE* 2013 Oct 19; (80): e50644.
5. Thisse C, Thisse B. High-resolution in situ hybridization to whole-mount zebrafish embryos. *Nature protocols* 2008; **3**(1): 59-69.
6. Le Guyader D, Redd MJ, Colucci-Guyon E, Murayama E, Kissa K, Briolat V, *et al.* Origins and unconventional behavior of neutrophils in developing zebrafish. *Blood* 2008 2008-01-01 00:00:00; **111**: 132-141.
7. Lieschke GJ, Oates AC, Crowhurst MO, Ward AC, Layton JE. Morphologic and functional characterization of granulocytes and macrophages in embryonic and adult zebrafish. *Blood* 2001 2001-11-15 00:00:00; **98**: 3087-3096.
8. Westerfield M. *The Zebrafish Book: A Guide for the Laboratory Use of Zebrafish (Danio Rerio)*. University of Oregon Press, 2007.

## Supplemental Figure Legends

**Supplemental Figure 1. Expression of *asx1* in zebrafish.** (A) Phylogenetic tree of the full amino acid sequences of ASXL1 proteins in three species, built using the neighbor-joining method via MEGA 5.0. (B) Multiple alignments of *asx1* conserved domains from human and zebrafish. Sequences in black indicate identical or similar residues. (C) Spatial-temporal expression pattern of *asx1* in early-stage zebrafish embryos. Sense probe was the negative control. Representative figures from at least 3 separate experiments containing more than 10 embryos per experiment are shown. Lateral view, anterior to the left, dorsal upwards. Scale bar, 200  $\mu$ m. (D) RT-qPCR of *asx1* expression in FACS-sorted adult zebrafish blood cell populations (triplicate replicates of cDNA isolated from 10 wild type fish pooled kidney marrow samples, one-way ANOVA followed by LSD Fisher's post hoc test, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; error bars, mean  $\pm$  SD.) WKM, whole kidney marrow; Mye, Myeloid cells; Lym, Lymphocytes.

**Supplemental Figure 2. Primitive hematopoiesis and definitive erythrocytes, lymphocytes were not influenced in *asx1* mutants.** (A) WISH of hematopoiesis markers: myelopoiesis (*pu.1*, *lyz*, *mpx*, *mfap4*) and erythropoiesis (*gata1*) in primitive stage. (B) WISH of hematopoietic stem cell marker (*cmyb*). (C) WISH of hematopoiesis markers: macrophages (*mfap4*), erythrocytes (*hbbe1*) and lymphocytes (*rag1*) in definitive stage. Sample numbers are noted in the right corner of each panel. Scale bar, 200  $\mu$ m.

**Supplemental Figure 3. Myeloid disorders were observed by cytological staining.** (A-F) Proportion of hematopoietic cells from whole kidney marrow samples of 1-year-old *asx1*<sup>+/+</sup> fish (open circles) and *asx1*<sup>-/-</sup> fish (gray filled circles), including with severe disease phenotypes (colored symbols); ns,

not significant (two-tailed Student's *t*-test, \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001; error bars, mean ± SD).

**Supplemental Figure 4. *asx1*<sup>-/-</sup> surviving recipients successfully repopulated.** (A) Alignment of nucleotide sequences from *asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup> at mutation site. WT, wild type; MUT, mutant. WT reversed primer sequence is in blue; MUT forward primer sequence is in red. (B) Detection by PCR of wild type and mutated *asx1* genomic DNA in recipients.

**Supplemental Figure 5. Expression of neutrophil markers decreased with *asx1* mutation.** (A) Expression of neutrophil markers (*lyz*, *mpx*, *npsn* and *srgn*). (n=20 per replicate, CPM, count-per-million; exact test, \*FDR < 0.05, \*\* FDR < 0.01, \*\*\* FDR < 0.001; error bars, mean ± SD). (B) Expression of myeloid progenitor markers (*pu.1* and *cebpa*) and macrophage markers (*mfap4* and *mpeg1*). (n=20 per replicate, CPM, count-per-million; exact test, \*FDR < 0.05, \*\* FDR < 0.01, \*\*\* FDR < 0.001; error bars, mean ± SD).

**Supplemental Figure 6. The effects of chemotherapy on zebrafish development.** (A) The percentage of the embryos that developed to be normal or deformed depended on the chemotherapeutic concentration. Blue, CPI455; yellow, UNC3866, green, PRT4165; red, GSK J4. (n = 20 per concentration) (B) WISH of *lyz* (3dpf) after CPI-455 treatment showing *lyz*<sup>+</sup> cells had no obvious change after CPI-455 treatment. Quantification of *lyz*<sup>+</sup> cells in *asx1*<sup>+/+</sup> and *asx1*<sup>-/-</sup> tail (Scale bar, 200 μm; black boxes show enlarged images; *asx1*<sup>+/+</sup>, n = 39, *asx1*<sup>-/-</sup>, n = 29, *asx1*<sup>+/+</sup> T, n = 31, *asx1*<sup>-/-</sup> T, n = 21; one-way ANOVA followed by LSD Fisher's post hoc test, \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001; error bars, mean ± SD). (C) WISH of *lyz* (3 dpf) after GSK J4 treatment showing *lyz*<sup>+</sup>

cells increased after GSK J4 treatment in *asx1<sup>+/+</sup>* but not *asx1<sup>-/-</sup>*. Quantification of *lyz<sup>+</sup>* cells in *asx1<sup>+/+</sup>* and *asx1<sup>-/-</sup>* tail (scale bar, 200  $\mu$ m; black boxes show enlarged images; *asx1<sup>+/+</sup>*, n = 17, *asx1<sup>-/-</sup>*, n = 18, *asx1<sup>+/+</sup>* T, n = 10, *asx1<sup>-/-</sup>* T, n = 13; one-way ANOVA followed by LSD Fisher's post hoc test, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001; error bars, mean  $\pm$  SD).

**Supplemental Figure 7. SB<sup>+</sup> neutrophils increased after *bmi1a* injection.** (A) Schematic representation of *bmi1a/cbx4*-3xFLAG-P2A-DsRed mRNA. (B) Fluorescence indicated *bmi1a/cbx4* expression: DsRed was observed in embryos injected with *bmi1a/cbx4*-3xFLAG-P2A-DsRed mRNA compared to controls at 2 dpf. (White arrow indicates an expanded heart field after expression of *cbx4* mRNA; scale bar, 200  $\mu$ m). (C) SB staining after *bmi1a* mRNA injection showing reduction in SB<sup>+</sup> neutrophils was rescued by *bmi1a* mRNA injection. Quantification of SB<sup>+</sup> neutrophils in *asx1<sup>+/+</sup>* and *asx1<sup>-/-</sup>* tail (about 0.1 ng mRNA/embryo; scale bar, 200  $\mu$ m; control: *asx1<sup>+/+</sup>*, n = 15, *asx1<sup>-/-</sup>*, n = 9; +*bmi1a*: *asx1<sup>+/+</sup>*, n = 11, *asx1<sup>-/-</sup>*, n = 14; one-way ANOVA followed by LSD Fisher's post hoc test, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001; error bars, mean  $\pm$  SD).

Supplemental Fig 1. Expression of *asx1* in zebrafish.  
related to Fig 1

Supplemental Figure 1

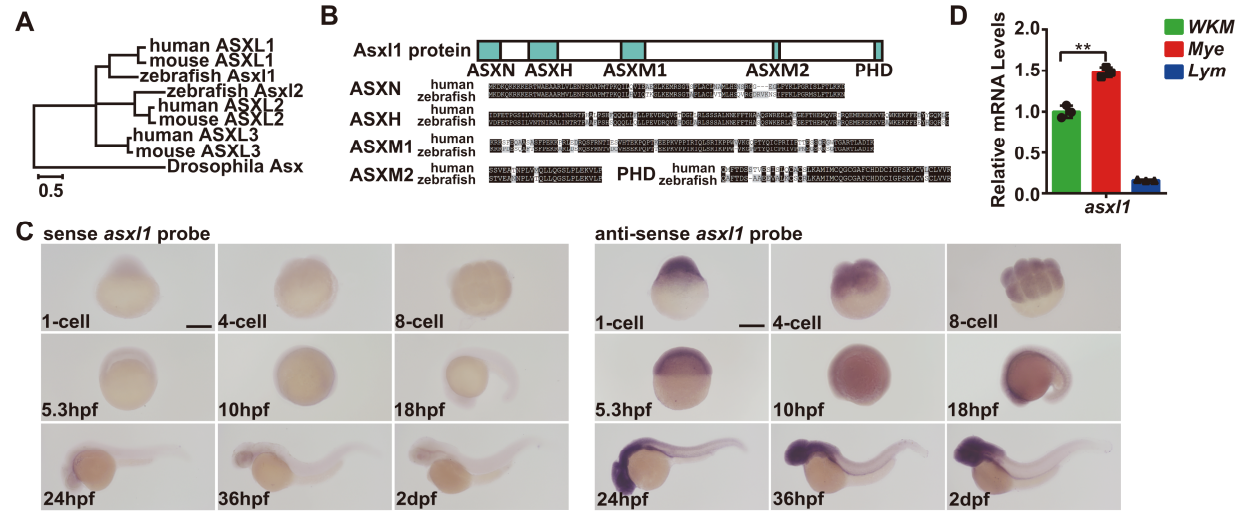

Supplemental Fig 2. Primitive hematopoiesis and definitive erythrocyte, lymphocytes were not influenced in *asx1* mutant. related to Fig 2

Supplemental Figure 2

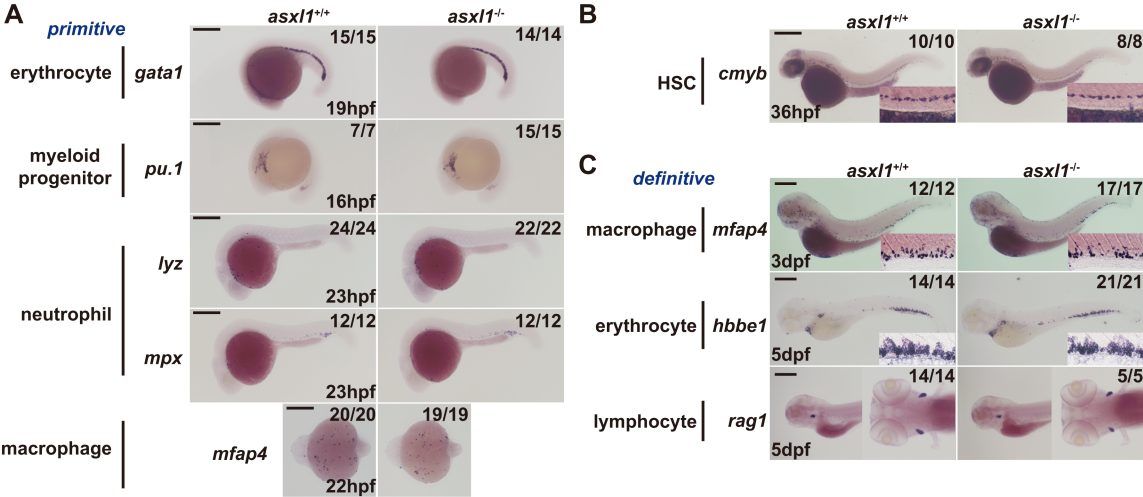

### Supplemental Figure 3

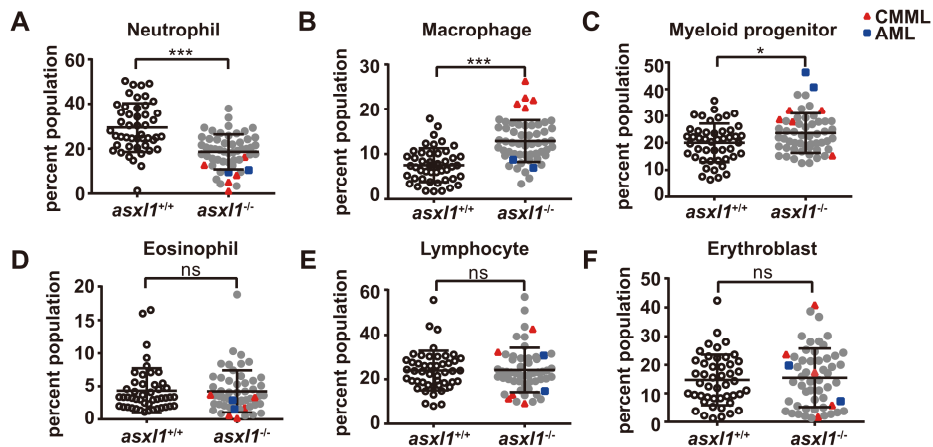

Supplemental Figure 4

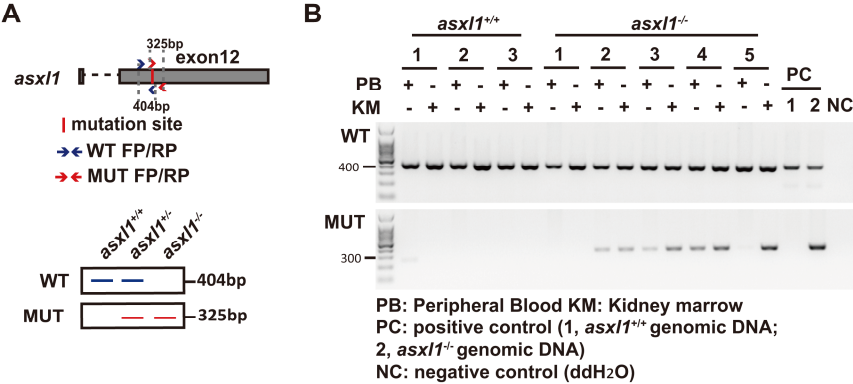

Supplemental Fig 5. Expression of neutrophil markers decreased with *asx1* mutation.  
related to Fig 5

Supplemental Figure 5

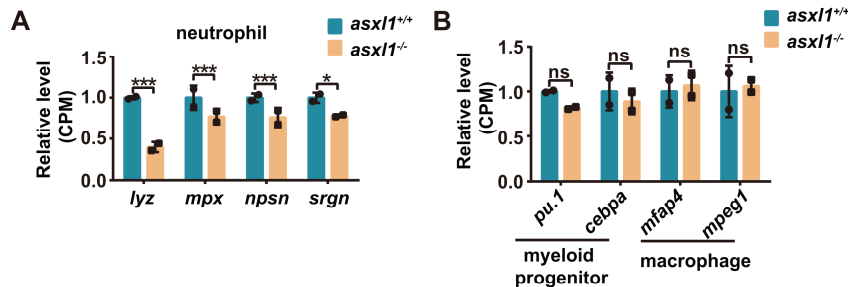

## Supplemental Figure 6

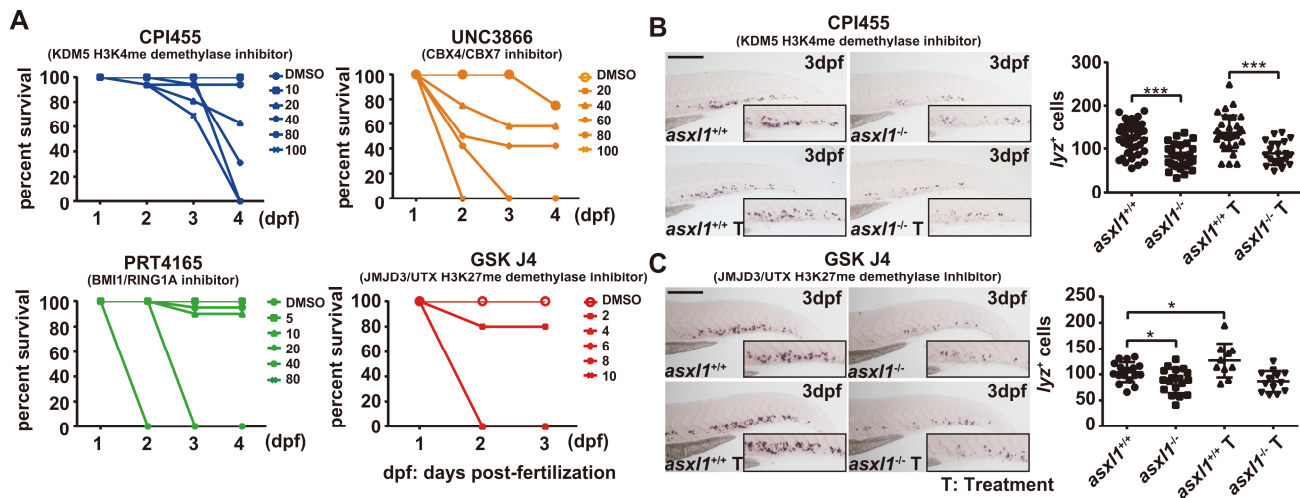

Supplemental Fig 7. SB<sup>+</sup> neutrophils were increased after *bmi1a* injection. related to Fig 7

Supplemental Figure 7

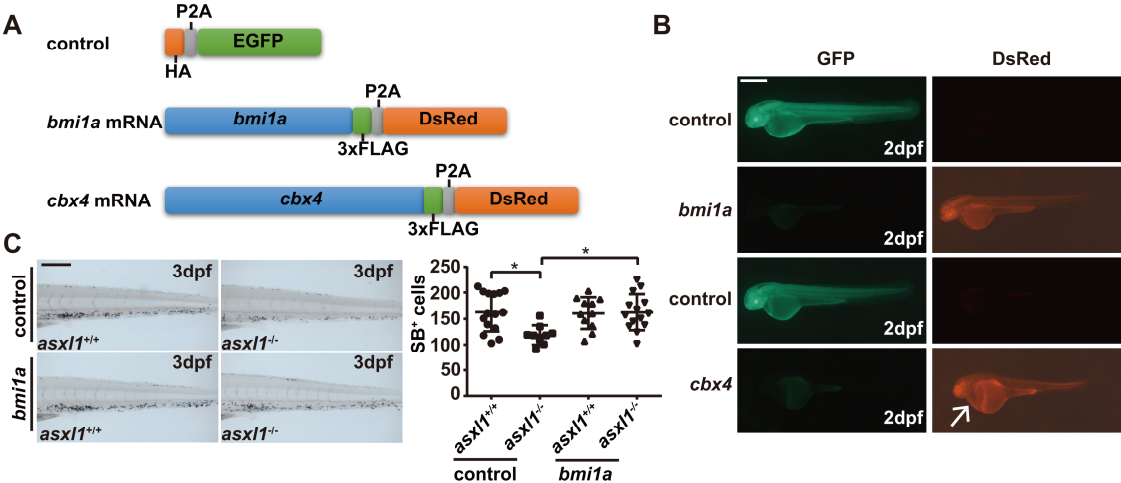

**Supplement:** Supplementary file 1 — Supplemental materials

How the deposited data were processed for this re-analysis (not part of the article)

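RNA-seq of tails at 3 dpf was analysed in 4 libraries, 2 from *asxl1*+/+ and 2 from *asxl1*-/- embryos of *asxl1*+/- intercrosses, each a pool of around 20 tails. The paper describes extraction of total RNA from the tails and libraries made from poly-A selected RNA, and the labels of the libraries describe total RNA. The genotype and the replicate letter of each library were taken from its label. The authors mapped the read pairs to GRCz11 with STAR and counted them per gene on the exons of Ensembl release 96 with featureCounts 1.6.4, without using the strand and without counting a pair on more than 1 gene. They deposited these raw counts without normalization or filtering, in 1 table of 32520 genes with each gene's exon positions and exonic length, and all its columns were used.

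Total counts per library were 22963847 and 26281738 in *asxl1*+/+ and 19423797 and 20027260 in *asxl1*-/-. The counts of the libraries were compared to check for repeats of 1 library. The chi-square per degree of freedom was 6.50 between the *asxl1*+/+ libraries and 4.82 between the *asxl1*-/- libraries, and lower between the genotypes within a letter, at 3.04 for A and 3.20 for B. None of these was near 1, the value for counting noise alone, and each library was used as 1 replicate. The precision is limited by the number of libraries, and for genes such as *cxcl18b* also by counts as low as 20 per library.

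The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16. Low counts were filtered with filterByExpr by genotype, which kept 19970 genes, and libraries were scaled by TMM. The main test was the quasi-likelihood test on genotype, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. The authors' methods name edgeR's exact test at the same threshold. The alternatives were the exact test, the replicate letter as a block, DESeq2 1.42.0 without independent filtering, library size without TMM factors, no filter beyond 1 count in total, at least 10 counts in every library, an FDR threshold of 0.01, the block without a filter, and each library left out in turn. These choices and the rule for naming genes were fixed before the data were examined. DESeq2 with the block and counts thinned to equal depth, with and without the block, were chosen after seeing the data. The thinning was a single random draw down to the smallest library total. The pairing of the libraries rests on the replicate letters A and B in their labels, and the paper's text does not say what the libraries of a letter share. The pairing was checked by the correlation of their deviations from the genotype means of log2 CPM, computed with a prior count of 2.

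The genes named are those the paper names from its RNA-seq, of which 1 is not reported here, and the 10 with the largest absolute log2 fold change among those with an FDR below 0.05, a mean of at least 1 CPM and no overlap between the genotypes. Names were taken from Supplementary Table 3, all of whose 294 identifiers are in the count table. *asxl1*, *pu.1*, *cebpa*, *mfap4* and *mpeg1* are not listed there and were not analysed here. *asxl1* was placed on GRCz11 by its neighbours in the gene order of the GRCz12tu assembly. Its nearest neighbours there that have a row in Supplementary Table 3 are *mxra8b* and *lca5*, which bound an interval from 29906163 to 31380607 on chromosome 23 of GRCz11, and windows of 10 Mb, 5 Mb and 20 Mb on either side were set around its middle. The order of the 70 genes of chromosome 23 found in both sources was the same. Shares of called genes were compared with two-sided Fisher's exact tests across genes, which treat genes as independent. Tests of 13 marker gene sets were void, since at most 30.6% of the members of a set were paired with an identifier and 80% were required. Gene ontology terms were not used here.

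The fits were tested on simulated counts of 19970 genes with the means and totals of the libraries, of which 200 genes were changed by 1 on the log2 scale. Each simulated gene was given a difference between the letters, and all genes were given the common dispersion of the fit with the block. The assumptions of the block thus held by construction, so its errors here cannot show its errors on the real libraries. The quasi-likelihood test called 151 of the 200 changed genes and 0 others on genotype alone, and 182 with 7 others with the replicate block. The exact test called 177 with 2 others, DESeq2 133 with 0 others, and DESeq2 with the block 115 with 0 others. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.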

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

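The tests of explanations in this part were chosen after the results were seen. Whether called genes gather near *asxl1* was a comparison fixed before the data were examined.

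Genes outside those the paper discusses gathered on the chromosome that carries *asxl1*. With the replicate letter as a block, 73 genes on chromosome 23 had an FDR below 0.05, 35 higher and 38 lower in *asxl1*-/-, and on genotype alone 4 higher and 5 lower. The odds of being called were 75.7 times those on the other chromosomes on genotype alone (two-sided Fisher's exact test, p = 3.57e-11) and 8.72 times with the replicate block (p = 9.09e-38). Within 10 Mb of *asxl1*, the odds ratio against the rest of the genome was 80.1 on genotype alone and 10.8 with the block. The paper's own list has 71 of its 294 genes on this chromosome. A candidate explanation is a haplotype linked to the mutation. *asxl1*-/- and *asxl1*+/+ embryos are sorted by their genotype at *asxl1*, so they also differ in the parental variants carried near it, which could change expression in cis or the mapping of reads to the reference. Genes within 10 Mb had 1.94 times the odds of the rest of the chromosome of being called with the block (two-sided Fisher's exact test, p = 0.0092), as linkage would give. On genotype alone this odds ratio was 4.27 (exact p = 0.0872), with the exact test 1.58 (exact p = 0.296), with DESeq2 2.74 (exact p = 0.0968) and with no filter 2.85 (exact p = 0.199), whereas at equal depth it was 8.55 (exact p = 0.0264), and with at least 10 counts in every library the genes called on the chromosome all lay within 10 Mb (exact p = 0.00913). With the block and no filter it was 2.02 (exact p = 0.0059), and at equal depth with the block 1.96 (exact p = 0.00845). With DESeq2 and the block it was 3.25 (exact p = 0.124), and with library size alone 4.27 (exact p = 0.0872). At an FDR below 0.01, both genes called on the chromosome lay within 10 Mb (exact p = 0.206). Over the 12 settings the odds were higher within 10 Mb in all 12, and the exact p was above 0.05 in 7, which had between 2 and 23 genes called on the chromosome. Along the chromosome the calls with the block were not centred on *asxl1*. They were 16 of 92 genes tested between 15 and 20 Mb, outside the window, 18 of 89 between 20 and 25 Mb, 16 of 95 between 25 and 30 Mb, 12 of 79 between 30 and 35 Mb, and 2 of 93 between 35 and 40 Mb, although the last stretch is nearer to *asxl1* than the first, which a simple decay with distance would not give. Genes called between the replicate letters did not gather there, with an odds ratio of 0.541. After thinning to equal depth the odds ratio with the block was 9.46, the lowest over 3 classes of gene length was 6.12, and among genes at or above the median CPM it was 7.88, so depth, length and low counts do not account for the pattern. Reads shared between paralogs were not tested. A regulatory effect of Asxl1 on genes near its own locus cannot be told apart from linkage in these libraries. The other 228 genes called with the block lie elsewhere, among them *lyz*, *mpx*, *npsn*, *srgn*, *bmi1a* and *cxcl18b*. Their place off chromosome 23 does not by itself exclude a variant near such a gene. On chromosome 24, *mllt10* (17140938 to 17216312) and ENSDARG00000077318 (17136749 to 17139114) lie near *bmi1a* (17260001 to 17267235). With the block both were called, at log2 fold changes of -0.27 and -0.91. Whether these neighbours share a cause with *bmi1a* was not tested.

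*smc1a*, which the paper does not discuss, had the smallest p-value on genotype alone, with a log2 fold change of 4.66 and counts of 4 and 10 in *asxl1*+/+ against 156 and 133 in *asxl1*-/-. The gene lies on chromosome 23, 1.93 Mb from the middle of the interval that holds *asxl1*, so a variant of the linked haplotype is a candidate explanation that this distance leaves open. At equal depth the log2 fold change was 4.50, so depth does not account for it. An effect of the mutation itself cannot be told apart from linkage here.

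*tcap*, also not discussed in the paper, had a log2 fold change of 2.14, with counts of 174 and 93 in *asxl1*+/+ against 495 and 462 in *asxl1*-/-. It lies on chromosome 3, away from *asxl1*. At equal depth the log2 fold change was 2.13, and with each library left out in turn it was at least 1.68, so neither depth nor a single library accounts for it. *tcap* encodes a protein of muscle. Of a list of 60 other muscle genes, written after the result was seen, 23 are named in Supplementary Table 3, and of these 17 were higher and 6 lower in *asxl1*-/-. Their median log2 fold change was 0.14 and the largest was 0.64, so a different share of muscle in the tail pools does not account for the rise of *tcap* as far as these named genes show. Reads shared with paralogs were not tested.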

How the results depend on the processing

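The number of genes with an FDR below 0.05 depended on the model more than on any filter that was tried. It was 12 on genotype alone (7 higher and 5 lower in *asxl1*-/-, 9 of them in the paper's list). With the replicate block it was 301 (152 higher, 149 lower, 279 in the list), and with the block and no filter 275 (119 higher, 156 lower, 247 in the list). The exact test gave 53 (23 higher, 30 lower, 44 in the list), DESeq2 27 (12 higher, 15 lower, 22 in the list) and no filter 19 (9 higher, 10 lower, 16 in the list). An FDR below 0.01 left 2 genes, *arhgef3l* (1 lower) and *smc1a* (1 higher), both (2) in the list. Library size without TMM factors gave 14, and at least 10 counts in every library gave 9. The 12 genes were among those called with the block, the exact test, DESeq2, library size alone and no filter, and 9 of them with at least 10 counts in every library. Chosen after seeing the data, DESeq2 with the replicate block gave 30 (14 higher, 16 lower, 25 in the list), equal depth 11, and equal depth with the replicate block 275 (134 higher, 141 lower, 243 in the list). Both models of DESeq2 gave fewer genes than edgeR with the block. The cause of these changes was not tested.

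The signs of the log2 fold changes of 7 genes named by the paper held under each of these settings, but their FDR did not stay on one side of 0.05. On genotype alone none of the 7 was called, although their unadjusted p-values were below 0.05 and all 7 passed when adjusted over these 7 genes alone, which shows no stability because the list is the paper's own. The exact test called *lyz* (-1.32). The replicate block called 6, with log2 fold changes of -1.32 for *lyz*, -0.38 for *mpx*, -0.40 for *npsn*, -0.36 for *srgn*, 1.2 for *cxcl18b* and -0.57 for *bmi1a*. The block with no filter called all 7, at -1.33, -0.39, -0.41, -0.37, 1.19 and -0.58 in the same order and 0.64 for *mmp13a*. At equal depth with the block, 5 were called, *lyz* at -1.45, *mpx* at -0.39, *npsn* at -0.43, *cxcl18b* at 1.39 and *mmp13a* at 0.71, while *bmi1a* at -0.44 (FDR 0.0624) and *srgn* at -0.35 (FDR 0.0600) were not. Because the thinning was a single random draw, these shifts cannot be told apart from the noise of that draw. Over these settings the FDR of *mmp13a* ranged from 0.0411 to 1.00. DESeq2, with or without the block, called none of the 7.

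Leaving out each library in turn gave log2 fold changes from -1.49 to -1.17 for *lyz*, -0.52 to -0.22 for *mpx*, -0.56 to -0.25 for *npsn*, -0.42 to -0.29 for *srgn*, 0.74 to 1.62 for *cxcl18b*, 0.27 to 0.95 for *mmp13a* and -0.62 to -0.52 for *bmi1a*, without a test. For the other 10 named genes, comparisons with another setting were counted at the FDR threshold of 0.05. The call and the direction held in 96 of these comparisons, and ENSDARG00000092077 was no longer called at equal depth, which is 1 weaker result. With at least 10 counts in every library, only 7 of the 10 genes could be compared. There *smc1a*, ENSDARG00000097489 and ENSDARG00000092077 were filtered out, so they are not in the tally for that setting. The stricter threshold of 0.01 is not part of this tally, and of the 10 genes only *smc1a* and *arhgef3l* passed it on genotype alone. The excess of called genes on chromosome 23 against the other chromosomes, and near *asxl1* against the rest of the genome, held under the exact test, the block, DESeq2, the scaling and filter settings, the 5 Mb and 20 Mb windows and the paper's list. At an FDR below 0.01 no odds ratio could be given, because both genes called lie on chromosome 23 within 10 Mb of *asxl1*. Gene set tests and their alternatives were not run, since too few members had a name.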

Differences from the paper's values

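The paper reports 294 genes with an FDR below 0.05, and 12 were found here with edgeR's quasi-likelihood test on genotype alone. The paper's 146 lower genes compare with 5 here, and its 148 higher genes with 7 here. Of the alternatives set before the data were examined, the replicate block (301 genes, 149 lower and 152 higher) and the replicate block with no filter (275 genes, 156 lower and 119 higher) came within 1.5 times the paper's numbers. The exact test, which the paper's methods name (53 genes), DESeq2 (27), library size alone (14), no filter (19), at least 10 counts in every library (9) and an FDR below 0.01 (2) did not. Equal depth with the replicate block, chosen after seeing the values, gave 275 genes.

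The paper names *lyz*, *mpx*, *npsn*, *srgn* and *bmi1a* as downregulated and *cxcl18b* and *mmp13a* as upregulated at an FDR below its threshold. Here the directions were the same, and the FDR on genotype alone was 0.118 for *lyz*, 0.558 for *bmi1a* and 1.00 for the other five. The exact test called *lyz*, and the replicate block called these genes except *mmp13a*, whose FDR was 0.0525 against the paper's 0.0457. The replicate block with no filter called *mmp13a* too, and so did equal depth with the replicate block, which was chosen after seeing the values and under which *bmi1a* (FDR 0.0624) and *srgn* (FDR 0.0600) were not called.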

Other observations

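The tests in this part were chosen after the results were seen.

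The paper's methods and figure legends name the exact test, while its Supplementary Table 3 gives an F statistic for each gene. The log2 fold changes in that table were compared with those of each fit. With the replicate letter as a block, the largest difference over the 294 genes was 4.83e-06, and with the exact test without a block it was 0.0490. A model with the replicate letter as a block is consistent with the paper's values. The p-values and FDR in the table imply 18288 genes tested, against 19970 here.

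More genes differed between the replicate letters than between the genotypes. Without a block, 558 genes had an FDR below 0.05 between the A and B libraries and 12 between the genotypes. The split that crosses genotype and letter gave 0 genes, with 215 at an unadjusted p below 0.05, but the differences of letter and genotype both fall within its groups, so a low count was close to fixed beforehand and does not rule out chance differences among 4 libraries. After thinning to equal depth the letters still gave 491 genes, so depth does not account for the pattern. The labels do not say whether the letters stand for clutches, days or library batches, so no biological explanation was tested. With the letter as a block, the genotypes gave 301 genes, and the crossed split, which also parts both pairs of libraries with the same letter, gave 4, none of them named in Supplementary Table 3. Of these 2 splits, 1 gave as many genes as the genotypes, namely the genotypes themselves, and so few splits cannot show how often chance would do so.

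Digestive enzymes made by the exocrine pancreas were lower in *asxl1*-/-, although the libraries were made from tails. Of a list of pancreas markers written before the data were examined, 11 are in Supplementary Table 3, among them *prss1*, *ctrb1* and *cela1.6*, and each of the 11 was lower and was called with the replicate block. Together they had 355 and 1017 counts in the *asxl1*+/+ libraries A and B and 101 and 82 in the *asxl1*-/- libraries A and B. A candidate explanation is trunk tissue carried into some tail pools. The *asxl1*+/+ libraries differed from each other 2.54-fold in summed CPM. The median log2 fold change of 3 liver markers in the same table (*tfa*, *apoa1a* and *rbp4*) was -0.13. All 3 were lower, the direction that carried-over tissue would give, and 2 were called with the block, but they fell far less than the enzymes. Their summed CPM was 3754 and 4095 in *asxl1*+/+ A and B, and 3530 and 3618 in *asxl1*-/- A and B. For the enzymes it was 15.4 and 39.1, and 5.14 and 4.13. The liver markers stayed high where the enzymes were low, so their small fall is a poor measure of carried-over tissue. The intestine marker in the table, *fabp6*, was also lower, with a log2 fold change of -1.26, and was not called. These markers are genes the paper called, so these tests cannot decide between carried-over tissue and an effect of the mutation on the pancreas.

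Immediate early genes, which cells switch on under stress or wounding, were higher in *asxl1*-/-. The 6 of a list written before the data were examined that are in Supplementary Table 3 (*fosab*, *fosb*, *fosl1a*, *fosl2*, *atf3* and *btg2*) were all called with the replicate block. Their summed CPM was 47.6 and 34.4 in the *asxl1*+/+ libraries A and B and 64.2 and 53.8 in the *asxl1*-/- libraries A and B, a ratio of 1.44 between the genotype means. The *asxl1*+/+ libraries differed among themselves by a ratio of 0.722 (B to A). Handling of the pools at dissection is a candidate explanation that this ratio cannot separate from a response to the mutation, since the genes come from the paper's list.

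*asxl1* itself is not named in the count table. In the interval of chromosome 23 between *mxra8b* and *lca5* that holds it, 21 of 27 annotated genes were tested, 0 were called on genotype alone, and with the replicate block 1, which Supplementary Table 3 does not name, was called as higher in *asxl1*-/- and 0 as lower. An unadjusted p below 0.05 was reached by 5 of them on genotype alone, and by 4 that were lower in *asxl1*-/- with the block. The log2 fold changes of these 21 genes ran from -0.52 to 1.06.

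In the paper's Supplementary Table 2, which lists the share of each kidney marrow cell type per fish, the column headed lymphocytes equals the sum of macrophages, eosinophils and neutrophils in all 102 fish, to within 1.30e-06. The other 6 columns (myeloid progenitors, macrophages, eosinophils, neutrophils, erythroblasts and erythrocytes) add up to 1 in all 102 fish, within rounding.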
